# Epithelial-specific loss of Smad4 alleviates the fibrotic response in an acute colitis mouse model

**DOI:** 10.26508/lsa.202402935

**Published:** 2024-10-04

**Authors:** Zahra Hashemi, Thompson Hui, Alex Wu, Dahlia Matouba, Steven Zukowski, Shima Nejati, Crystal Lim, Julianna Bruzzese, Cindy Lin, Kyle Seabold, Connor Mills, Kylee Wrath, Haoyu Wang, Hongjun Wang, Michael P Verzi, Ansu Perekatt

## Abstract

Mucosal healing is associated with better clinical outcomes in patients with inflammatory bowel disease. But the epithelial-specific contribution to mucosal healing in vivo is poorly understood. We evaluated mucosal healing in an acute dextran sulfate sodium mouse model that shows an alleviated colitis response after epithelial-specific loss of Smad4. We find that enhanced epithelial wound healing alleviates the fibrotic response. Dextran sulfate sodium caused increased mesenchymal collagen deposition—indicative of fibrosis—within a week in the WT but not in the Smad4 KO colon. The fibrotic response correlated with decreased epithelial proliferation in the WT, whereas uninterrupted proliferation and an expanded zone of proliferation were observed in the Smad4 KO colon epithelium. Furthermore, the Smad4 KO colon showed epithelial extracellular matrix alterations that promote epithelial regeneration. Our data suggest that epithelium is a key determinant of the mucosal healing response in vivo, implicating mucosal healing as a strategy against fibrosis in inflammatory bowel disease patients.

## Abstract (precis)

Alleviated fibrotic response in the Smad4 knockout mouse model of acute colitis parallels the epithelial-specific extracellular matrix changes and regenerative response in the intestinal epithelium.

## Introduction

Mucosal healing is a prime treatment goal for IBD patients (1, 2). As one of the most extensive epithelial linings in the body (3), the intestinal epithelium provides a critical barrier between the microflora in the intestinal lumen and the gut-associated immune cells (4). Hence, rapid resealing of the epithelial barrier after epithelial injury is essential to restore homeostasis and to prevent inflammation (5, 6).

When the regenerative capacity of the epithelia is compromised or does not suffice to meet the extent of injury, exposure of the luminal contents to the underlying mesenchyme triggers an inflammatory response (7). When unchecked, the inflammatory response can lead to fibrosis, which can lead to strictures, a common complication in Crohn’s disease (CD) (8). Chronic inflammation can also increase the predisposition to cancer in ulcerative colitis (UC) and CD patients (9).

The DSS mouse model is a well-established animal model to study acute and chronic inflammatory responses in the intestine. DSS administration in drinking water is thought to cause injury by penetrating the epithelial membrane (10); the severity of the injury and inflammation depends on the molecular weight of DSS, the amount administered in the drinking water and the treatment period (11). A restorative response to DSS-induced injury involves several steps: hemostasis to seal breached vasculature, cell cycle arrest, spreading of the epithelial cells to cover the denuded area, and differentiation to restore the epithelial integrity (12). Parallelly, the immune cells are activated to clear the infiltrated immunogens (13). However, an unresolved injury because of compromised regenerative capacity can cause fibrosis, a pathological wound-healing response wherein fibroblasts and collagen replace the epithelium (14).

The healing process in chronic wounds causes systemic changes that desensitize the immune cells, thereby creating an immunosuppressive milieu that permits the growth of neoplastic cells (14, 15). Loss-of-function mutation(s) in Smad4, a tumor suppressor (16, 17, 18, 19), is(are) one of the critical drivers of colon cancers (20). Although Smad4 loss alone in the intestinal epithelium does not affect the gross phenotype (21, 22), it increases colitis-associated cancer in the chronic DSS mouse model (23, 24).

We used the acute DSS model to delineate the early wound-healing response in the epithelium without the confounding effects of chronic inflammation. Smad4 was knocked out specifically in the intestinal epithelium (Smad4^IEC−KO^), followed by DSS treatment. Epithelial-specific transcriptional and molecular changes were assessed after 3 d of 2.5% DSS (3 d post-DSS). We chose the 3-d time point as the DSS-induced loss of the colonic epithelial tissue is minimal at this time point—enabling the collection of the sufficient quality of the epithelial tissue for transcriptomic analysis at a time point when early molecular responses are evident (25). Because the gross phenotypic change manifests within 7 d of continuous DSS treatment in an acute colitis model (18), we chose the 7-d time point to evaluate the gross phenotypic effects of DSS after 7 d of 2.5% DSS (7 d post-DSS).

We find that the epithelial-specific loss of Smad4 has a protective effect against the colitis response in the acute DSS model. Most interestingly, Smad4 loss alleviated the fibrotic response, which is characterized by the expansion of the mesenchymal tissue and collagen deposition in the mesenchyme (15, 16). Our findings reveal epithelial-specific ECM changes supporting epithelial regeneration after DSS in the Smad4^IEC−KO^ mice.

## Results

### Epithelial-specific loss of Smad4 in the acute DSS mouse model alleviates the colitis response

To determine the effect of epithelial-specific loss of Smad4 on colitis response in an acute DSS mouse model, we first knocked out Smad4 in the epithelium (Smad4^IEC−KO^) using the Villin promoter–driven, tamoxifen-inducible, Cre-recombinase (17) (Fig S1B) and assessed the colitis response to 2.5% DSS (40 kD) in drinking water for 7 d. DSS caused weight loss and reduction in colon length in both the WT and the Smad4^IEC−KO^ mice. However, the colitis-associated phenotype was significantly alleviated in the Smad4^IEC−KO^ mice (Fig 1A and B). Furthermore, histological evaluation by hematoxylin and eosin (H&E) and quantification revealed reduced tissue and crypt damage in the 7-d post-DSS Smad4^IEC−KO^ mouse colon (Fig 1C and D). These observations collectively indicated a protective effect of Smad4 loss in the intestinal epithelium against DSS in the acute DSS mouse model of colitis.

**Figure S1.**
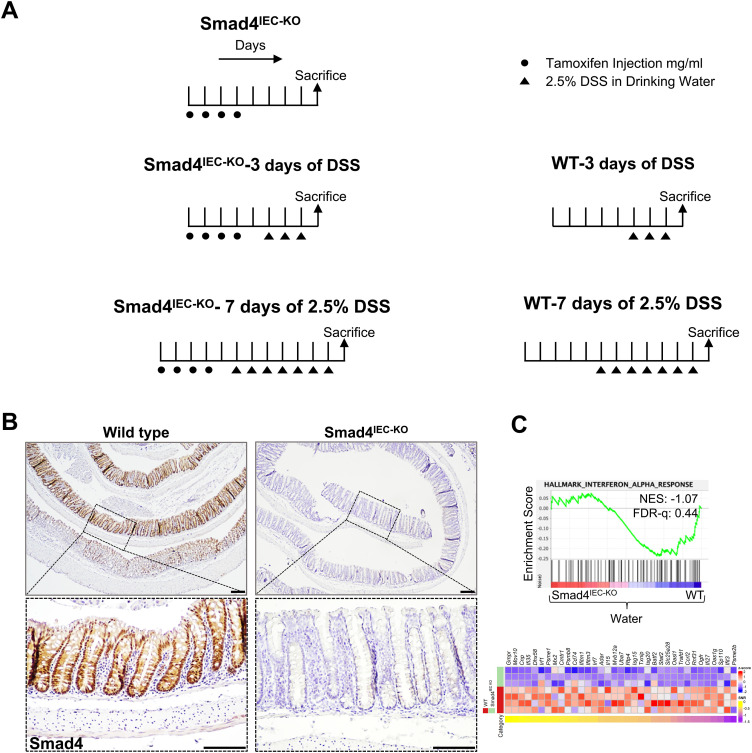
Tamoxifen and/or DSS treatment regimens. **(A)** Treatment regimens for inducing epithelial-specific Smad4 deletion with or without DSS treatment; and DSS treatment. **(B)** Smad4 IHC, confirming epithelial-specific loss of Smad4 in the colon after DSS treatment (n = 3 replicates/group). **(C)** GSEA plot showing negative enrichment of IFN-α signatures in the Smad4 IEC-KO colon epithelium versus its WT counterpart, and the corresponding heatmap (n = 4 replicates/water-treated WT and 3 replicates/Smad4^IEC−KO^). Scale bars, 100 μm. The experiment in (B) was n = 3 independent experiments.

**Figure 1.**
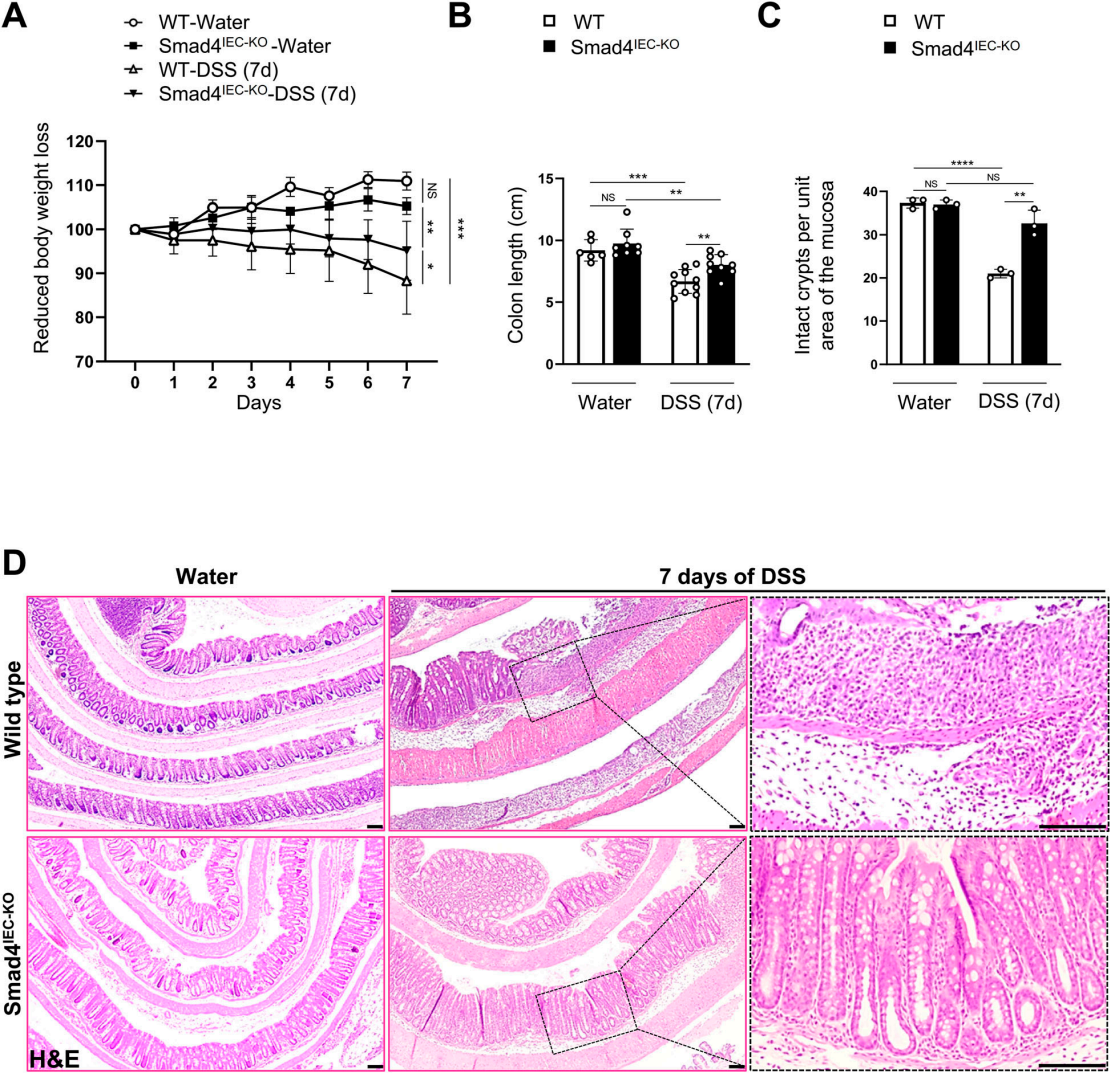
Smad4 loss in the epithelium alleviates the colitis response in the acute DSS mouse model. **(A)** Loss in bodyweight (n = 35: 3 replicates/water-treated group, and 12 and 17 replicates for the WT and the Smad4^IEC−KO^ mice treated with 2.5% DSS for a week). **(B)** Reduction in colon length after a week of 2.5% DSS (n = 33: 6 replicates/WT, 8 replicates/Smad4^IEC−KO^, 10 replicates/7-d post-DSS WT, and 9 replicates/7-d post-DSS Smad4^IEC−KO^). **(C)** Quantification of intact crypts after 7 d of 2.5% DSS (n = 3 replicates/group). **(D)** Representative images of the pathological histology, determined by hematoxylin and eosin (n = 3 replicates/group). Scale bars, 100 μm. **(C, D)** All experiments in (C, D) were n = 3 independent experiments. In (A, B, C), data are presented as the mean ± SEM. Statistical significance was determined using an unpaired two-tailed *t* test. NS, not significant. *, **, ***, and **** denote *P* < 0.05, *P* < 0.01, *P* < 0.001, and *P* < 0.0001, respectively.

### Epithelial-specific loss of Smad4 promotes the regenerative response in the epithelium

DSS triggers inflammation by causing epithelial breaches that expose the colonic luminal contents to the underlying mesenchyme (18, 19). Hence, faster resealing of the breached epithelium can minimize the DSS-induced inflammation and colitis. We first assessed epithelial proliferation and migration, which are wound-healing responses that reseal the breached epithelium to cover the denuded areas (20, 21). DSS caused a significant reduction in the epithelial proliferation in the WT colon within a week, but not in the Smad4^IEC−KO^ colon epithelium, suggesting the lack of the DSS-induced proliferative arrest (22) in the Smad4^IEC−KO^ colon (Fig 2A and B).

**Figure 2.**
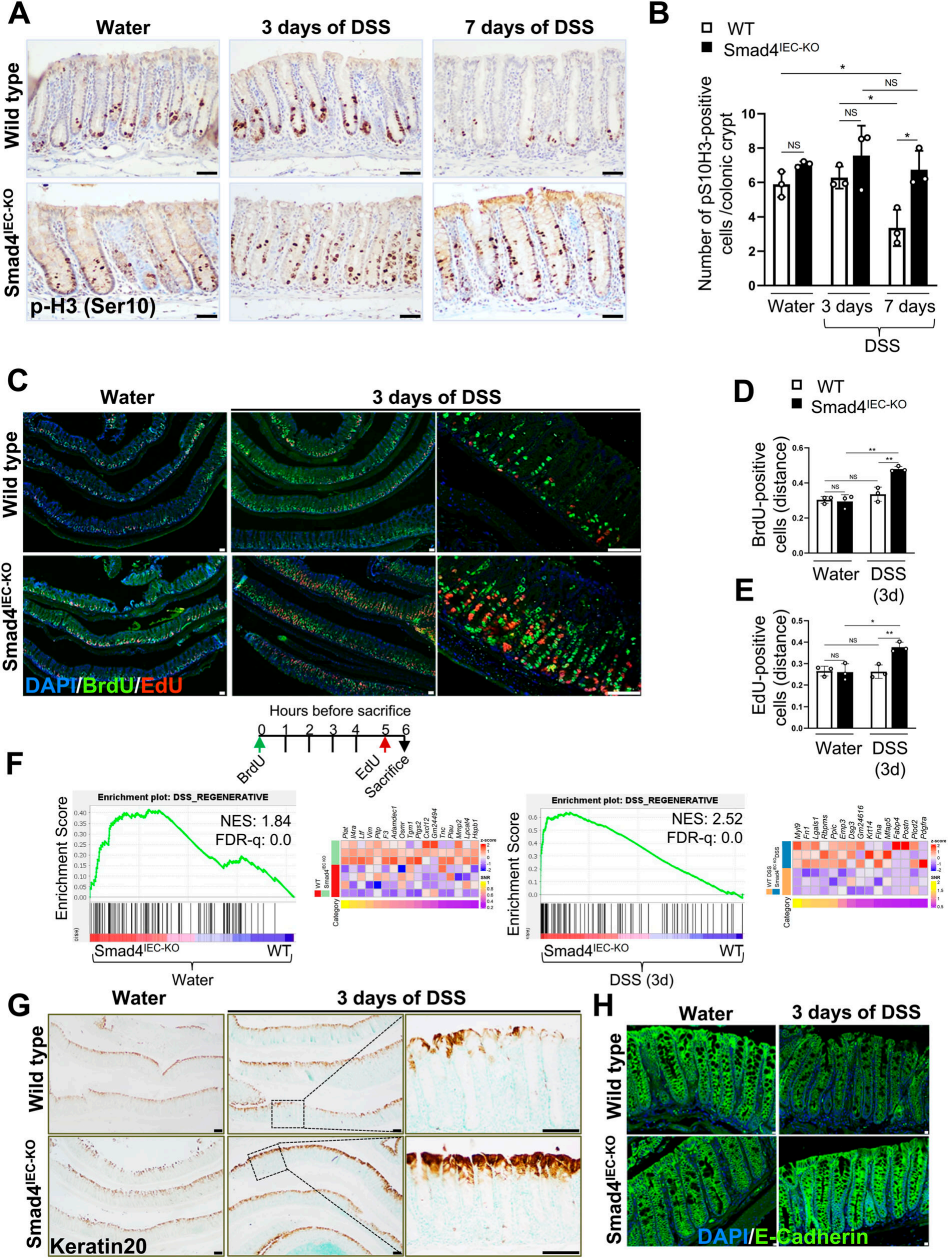
Enhanced regenerative response in the Smad4 KO epithelium within 3 d of 2.5% DSS. **(A, B)** Representative images and (B) quantification of the proliferative response to DSS, determined by IHC for the mitotic marker p-H3 (Ser10). **(C, D, E)** Representative images of the expanded zone of proliferation, determined by the EdU and BrdU dual pulse-chase assay, and the distance relative to the crypt height at which (D) BrdU-positive and (E) EdU-positive cells were found after the chase; the schematic depicts the timeline of BrdU and EdU pulse-chase (n = 3 replicates/group; scale bars, 50 μm). **(F)** Enrichment of the regenerative gene signature in the Smad4^IEC−KO^ colon epithelium compared with its WT counterpart before and after 3 d of 2.5% DSS, visualized by the GSEA plot and the corresponding heatmap of the core-enriched genes (n = 4 replicates/water-treated WT and 3 replicates/other groups). **(G, H)** Representative images of improved epithelial differentiation and integrity, determined by (G) keratin 20 (n = 3 replicates/group; scale bars, 100 μm) and (H) E-cadherin immunostaining (n = 3 replicates/group; scale bars, 10 μm). **(A, B, C, D, E, G, H)** All experiments in (A, B, C, D, E, G, H) were n = 3 independent experiments. In (B, D, E), data are presented as the mean ± SEM. Statistical significance was determined using an unpaired two-tailed *t* test. NS, not significant. * and ** denote *P* < 0.05 and *P* < 0.01, respectively.

We then assessed epithelial migration because we observed an extended proliferative zone in the Smad4^IEC−KO^ colon epithelium after DSS (Fig S2D). To this end, we performed EdU (5-ethynyl-2′-deoxyuridine) and BrdU (bromodeoxyuridine) dual pulse-chase assays for one and 6 h, respectively. First, we measured the distance at which the top-most EdU-labeled and BrdU-labeled cells were found relative to the crypt height, consistent with the observations for Ki67 immunostaining (Fig S2F). The EdU-labeled and BrdU-labeled cells were significantly higher up in the crypts of the Smad4^IEC−KO^ colon after 3 d of DSS (Fig 2C–E). However, when the distance between the top-most EdU- and the top-most BrdU-positive cells within the same crypt was quantified, no significant difference between the 3-d DSS WT and the 3-d DSS Smad4^IEC−KO^ could be observed (Fig S2E), indicating an expansion in the proliferative zone rather than increased epithelial migration.

**Figure S2.**
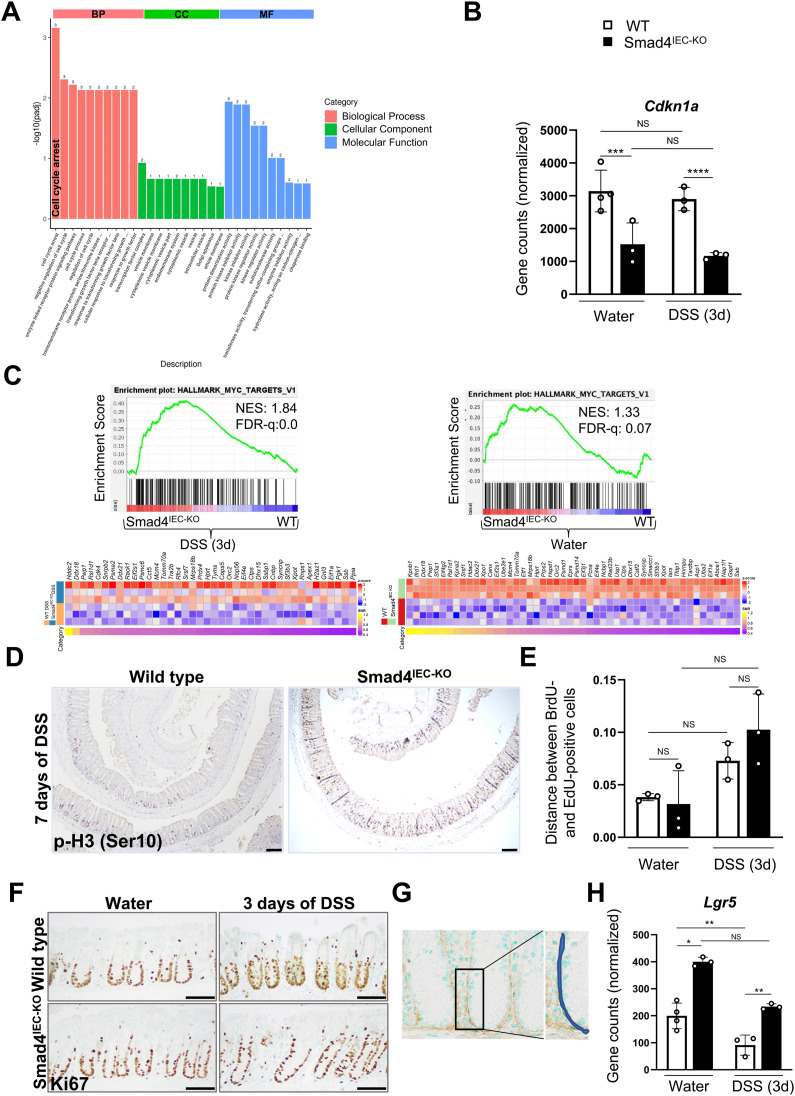
Transcriptomic changes indicating decreased proliferation in the 3-d post-DSS WT colonic epithelium. **(A)** Top-enriched Gene Ontology terms among the down-regulated gene sets, suggesting interrupted proliferation in the 3-d post-DSS WT epithelium compared with the DSS-treated Smad4^IEC−KO^ colon epithelium (n = 3 replicates/group). **(B)** Reduced *Cdkn1a* transcript levels in the 3-d post-DSS Smad4^IEC−KO^ colon epithelium (n = 4 replicates/water-treated WT and 3 replicates/other groups); *P*adj. values obtained from DEG analysis were used to determine the statistical significance. **(C)** GSEA plot showing gene signatures of Myc targets in the 3-d post-DSS Smad4^IEC−KO^ colon epithelium compared with it WT counterpart; the corresponding heatmap shows the core-enriched genes (n = 3 replicates/group). The GSEA plot showing enrichment of Myc targets in the Smad4^IEC−KO^ colon epithelium compared with it WT counterpart and its corresponding heatmap (n = 4 replicates/water-treated WT and 3 replicates/Smad4^IEC−KO^). **(D)** p-H3 (Ser10) IHC showing proliferating crypt epithelial cells in the G2/M phase of cell cycle (n = 3 replicates/group); scale bars, 100 μm. **(E)** Migration assessed by the relative distance between the top-most BrdU- and the top-most EdU-positive cells within the same crypt; the x-axis represents the ratio of the migratory distance relative to the crypt height (n = 3 replicates/group). **(F)** Representative images of Ki67 IHC showing the proliferative zone within the crypts (n = 3 replicates/group); scale bars, 50 μm. **(G)** Schema showing the region accounted to quantify type I collagen in the epithelial ECM. **(H)** Increased *Lgr5* transcript levels in the DSS-treated and water-only Smad4^IEC−KO^ colon epithelium (n = 4 replicates/water-treated WT and 3 replicates/other groups); *P*adj. values obtained from DEG analysis were used to determine the statistical significance. (n = 4 replicates/water-treated WT and 3 replicates/other groups); *P*adj. values obtained from DEG analysis were used to determine the statistical significance. All experiments in (D, E, F) were n = 3 independent experiments. In (B), *P*adj. values obtained from DEG analysis were used to determine the statistical significance. In (E), data are presented as the mean ± SEM. Statistical significance was determined using an unpaired two-tailed *t* test. NS, not significant. *** and **** denote *P* < 0.001 and *P* < 0.0001, respectively. NES = normalized enrichment score, FDR-q = false discovery rate q-value.

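RNA-seq was done on colon epithelium stripped from the mucosa, from WT mice and from mice in which a tamoxifen-inducible Cre driven by the villin promoter deletes Smad4 in the intestinal epithelium (Smad4 IEC-KO). The libraries came from 4 water-treated WT mice, 4 mice labelled as water-treated Smad4 IEC-KO, 3 WT mice and 3 Smad4 IEC-KO mice after 3 d of 2.5% DSS, a sulfated polysaccharide that injures the colonic mucosa. The plots in Fig 4C and Fig S2B show 3 water-treated Smad4 IEC-KO mice. Their points match replicates 2, 3 and 4 of that group, and the paper's text gives no reason for leaving out replicate 1. The authors deposited whole-number read counts per gene, without normalization, which they had obtained with featureCounts after aligning 150-bp paired-end reads to mm9 with Hisat2. Total counts ranged from 12882827 to 26087231 per library, with medians of 18899158 for WT on water, 21168213 for Smad4 IEC-KO on water, 21515544 for WT after DSS and 18541715 for Smad4 IEC-KO after DSS. Mitochondrial genes held 4.05% to 32.8% of the counts. From the counts, normalized counts were computed with the TMM method of edgeR, and the 15127 genes with at least 10 counts in at least 3 libraries were tested with edgeR's quasi-likelihood test in 1 model of all 14 libraries, with Benjamini-Hochberg adjustment. The authors tested pairwise with DESeq2, which was run as an alternative. The libraries' names carry different letter prefixes, whose meaning the paper's text does not give. All 3 Smad4 IEC-KO and 2 of the 3 WT libraries after DSS share 1 prefix, and the prefix was tried as a block. No Smad4 IEC-KO library on water has this prefix. In comparisons of DSS with water in Smad4 IEC-KO, an effect of DSS can thus not be separated from the prefix within that genotype. The block then rests on the WT libraries.
Smad4 itself, on chromosome 18 of mm9 from 73798663 to 73863434 (ENSMUSG00000024515), had 2586 ± 359 (SD, n = 4) normalized counts in WT and 768 ± 121 (SD, n = 3) in Smad4 IEC-KO replicates 2 to 4 on water. The library labelled Smad4 IEC-KO water replicate 1 had 3063, above the WT mean, and over all 4 the group had 1341 ± 1152 (SD, n = 4). After DSS, Smad4 had 3403 ± 119 (SD, n = 3) in WT and 820.4 ± 34.8 (SD, n = 3) in Smad4 IEC-KO. The log2 fold change after DSS was -2.05 (standard error 0.43, edgeR adjusted p = 0.21). In the edgeR model of the 6 DSS libraries alone the adjusted p was 1.6e-05, and in a model of the other 13 libraries, chosen after the Smad4 count of the library labelled replicate 1 was seen, it was 1.8e-05 (edgeR, standard error 0.15).

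**Figure D1:**
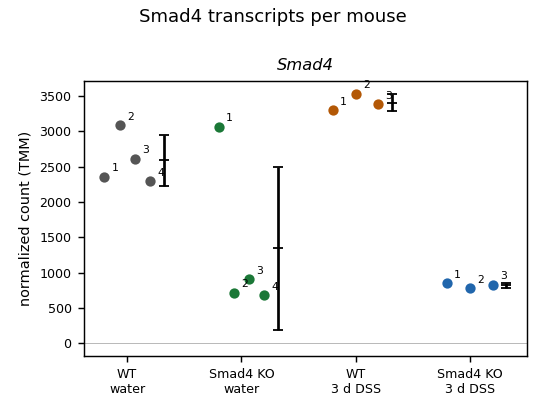
Normalized Smad4 counts (y axis, TMM) of each mouse, numbered by replicate, in the 4 groups (x axis); the bar and whiskers beside the points are the mean and SD. The library labelled Smad4 KO water replicate 1 sits at 3063, and the other Smad4 KO libraries on water at 717, 906 and 679.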

To further evaluate the early epithelial-specific transcriptional changes that support the regenerative response, we performed RNA-seq on the colonic epithelium of the 3-d DSS-treated mice, followed by gene set enrichment analysis (GSEA). 

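The genes shown in the heatmaps of Fig 2F were tested as 2 lists, which the study chose on these libraries, so that the tests are not independent evidence. On water, all 11 tested genes of the water list had higher transcript levels in the Smad4 KO epithelium than in WT, with a median log2 fold change of 0.76. The competitive gene set test camera of limma, with a preset correlation between genes of 0.01, gave an adjusted p of 0.0027 over the Smad4 KO replicates shown in the paper's plots (2 to 4) and 0.022 over all 4. Leaving out Smad4 KO replicate 4 gave an adjusted p of 0.23, and leaving out WT replicate 1 gave 0.057. After DSS, all 7 tested genes of the DSS list were higher in the Smad4 KO epithelium, with a median log2 fold change of 0.80 and a camera adjusted p of 1.1e-04. None of these genes passed an edgeR adjusted p of 0.05 over all genes tested in either comparison, and adjusted over the list alone 1 did after DSS and 0 on water. Neither call held under the rotation test fry, with adjusted p-values of 0.055 on water and 0.094 after DSS. Nor did they hold in camera with the correlation estimated from the data (adjusted p = 0.35 and 0.17). In GSEA on signal to noise with all libraries, both lists passed (adjusted p = 0.003 on water and 9.9e-04 after DSS). Of the water list, 10 of 11 genes were higher after DSS too, with a median log2 fold change of 0.14 (camera adjusted p = 0.37), and of the DSS list 4 of 7 on water, with a median of 0.01 (camera adjusted p = 0.91).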

The colitis-associated epithelial regenerative gene signature (23) was significantly enriched in the Smad4^IEC−KO^ epithelium compared with WT both before and after 3 d of DSS (Fig 2F), indicating epithelial-specific transcriptional changes that promote epithelial regeneration in the Smad4^IEC−KO^ colon.

Next, to investigate homeostasis restorative responses, we probed for differentiation markers. The Smad4 KO epithelium showed the increased expression of keratin 20 (Fig 2G) and E-cadherin (Fig 2H) within 3 d of DSS, suggesting DSS-induced responses that restore differentiation (24, 26) and epithelial integrity (27, 28) in the Smad4^IEC−KO^. These data collectively indicate enhanced epithelial wound healing and homeostasis restorative responses to DSS in the Smad4^IEC−KO^ colon.

### Epithelial-specific loss of Smad4 alleviates the fibrotic response in the acute DSS mouse model

As the number of intact epithelial crypts remaining 7 d post-DSS was significantly higher in the Smad4^IEC−KO^ colon compared with its WT counterpart (Fig 1C and D), we assessed the pathological wound-healing response characterized by replacement of the damaged tissue with the non-epithelial stromal tissue (29, 30). Increased fibroblast activity and deposition of collagen-containing ECM components in the stroma during pathological wound healing lead to fibrosis (31, 32, 33). To determine the fibrotic response, we first assessed collagen deposition using picrosirius red staining (Fig 3A) and quantified the collagen proportionate area (34) in the mucosa. Collagen proportionate area increased significantly after 7 d of DSS in the WT. However, the collagen proportionate area was unaffected by DSS in the Smad4^IEC−KO^ colon (Fig 3B), suggesting epithelial-specific Smad4 loss protects against the fibrotic response in the acute DSS mouse model.

**Figure 3.**
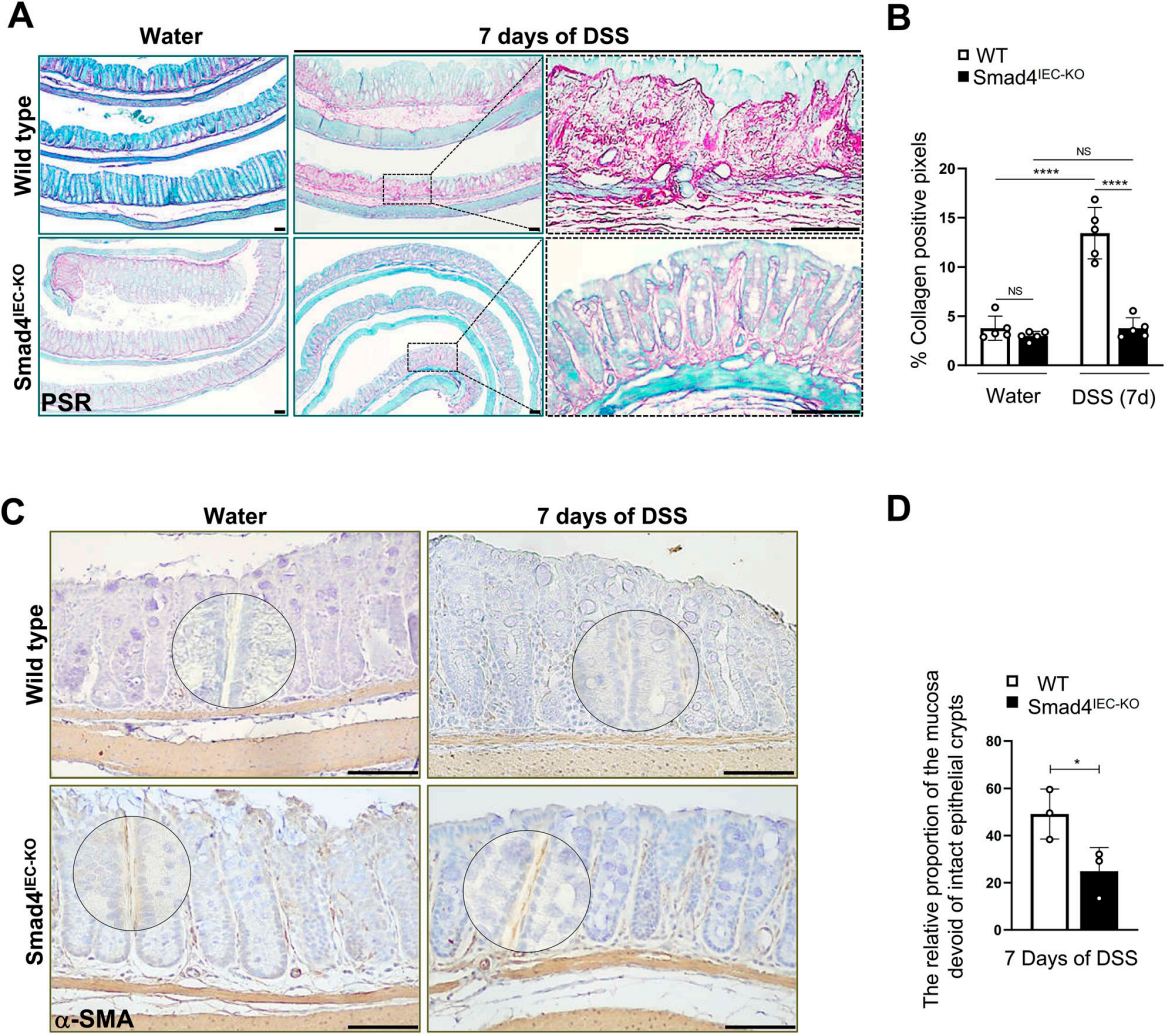
Reduced fibrotic response in the acute DSS mouse model with epithelial-specific Smad4 deletion. **(A, B)** Representative images of collagen deposition, determined by picrosirius red staining, and (B) collagen proportionate area, determined by the percentage of collagen-positive pixels, after a week of 2.5% DSS. **(C)** Representative images of the increased fibroblast activity in the pericryptal fibroblast, determined by α-SMA-IHC; the encircled are the magnified regions. **(D)** Relative proportion of the α-SMA–positive areas in the mucosal regions devoid of intact crypts (n = 3 replicates/group). Scale bars, 100 μm. All experiments in this figure were n = 3 independent experiments. In (B, D), data are presented as the mean ± SEM. Statistical significance was determined using an unpaired two-tailed *t* test. NS, not significant. * and **** denote *P* < 0.05 and *P* < 0.0001, respectively.

We next probed for α-SMA (α-smooth muscle actin), a marker of activated fibroblasts that promotes collagen deposition (35) in the stroma (36, 37) and fibrosis. Immunoreactivity for α-SMA was evident 7 d post-DSS in the regions lacking intact crypts in both the WT and Smad4^IEC−KO^ colon (Fig S3G). However, the stroma-only region, that is, a mucosal region without intact crypts, was significantly lower in the 7-d post-DSS Smad4^IEC−KO^ colon when compared to its WT counterpart (Fig 3D), suggesting increased fibroblast activity in the stroma of the WT of the colon after DSS. Surprisingly, the Smad4^IEC−KO^ colon showed stronger α-SMA immunoreactivity in the pericryptal region lining of the crypt epithelium when compared to its WT counterpart even before DSS treatment (Figs 3C and S3H), suggesting altered crosstalk between the epithelium and pericryptal fibroblasts after epithelial-specific Smad4 loss (36, 38).

**Figure S3.**
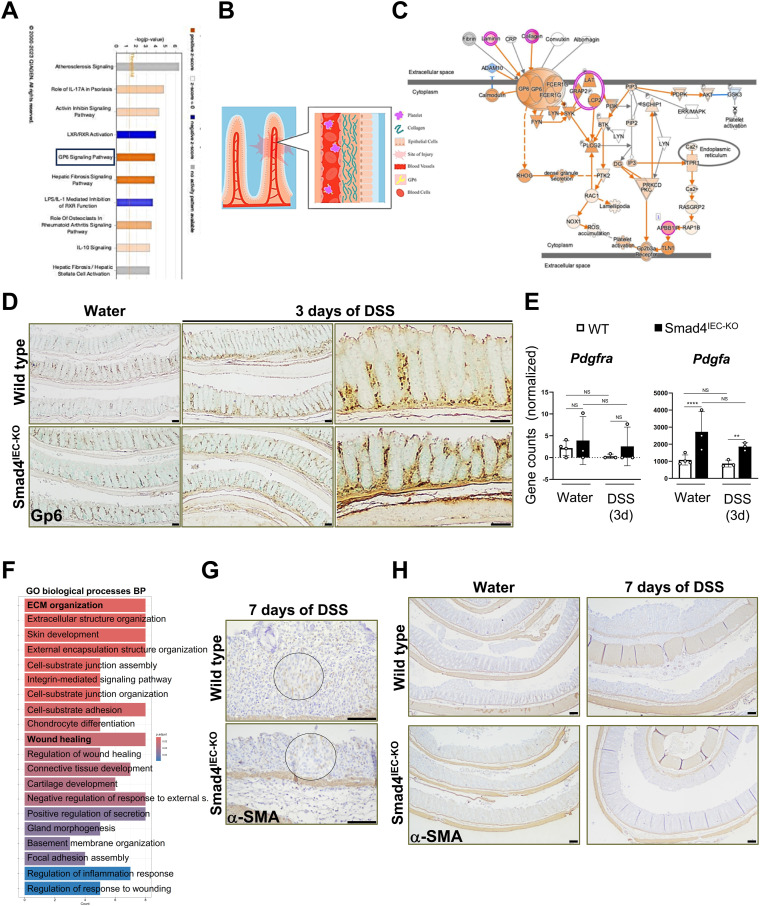
Enrichment of collagen-mediated Gp6 signaling and molecular signatures that support wound healing. **(A)** IPA screenshot showing significantly enriched signaling pathways enriched in the 3-d post-DSS Smad4^IEC−KO^ epithelium versus its WT counterpart. **(B)** Schema illustrating the process of wound healing mediated by GP6 signaling: the interaction between collagen and GP6 subsequently leads to platelet aggregation. **(C)** IPA screenshot showing the graphical representation of the high-scoring collagen-mediated Gp6 signaling pathway, revealed by IPA on the DEGs in 3-d post-DSS Smad4^IEC−KO^ epithelium versus its WT counterpart. **(D)** Gp6 immunoreactivity in the colon before and after 3 d of DSS (n = 3 replicates/group); scale bars, 50 μm. **(E)** Barely detectable levels of the fibroblast-specific Pdgfra transcripts, encoding the Pdgfra receptor, confirming the lack of the pericryptal fibroblast contamination in the epithelial RNA. In contrast, high transcript levels of the epithelial-specific Pdgfa, which encode the Pdgfa ligand, are observed (n = 4 replicates/water-treated WT and 3 replicates/other groups); *P*adj. values obtained from DEG analysis were used to determine the significance. **(F)** GO terms enriched in the DEGs in the 3-d post-DSS Smad4^IEC−KO^ epithelium versus its WT counterpart, showing “ECM” and “wound healing” to be among the top-enriched biological processes (n = 3 replicates/group). **(G)** Representative images of the fibroblast activity in the mucosa without intact crypts, determined by α-SMA-IHC; encircled are the magnified regions (n = 3 replicates/group), scale bars, 100 μm. **(H)** Representative images of α-SMA immunoreactivity showing increased pericryptal fibroblast activity in the Smad4^IEC−KO^ (n = 3 replicates/group); scale bars, 100 μm. All experiments in (D, G, H) were n = 3 independent experiments. |Log_2_FoldChange| ≥ 0.584 was used to shortlist the DEGs for IPA. In (E), *P*adj. values obtained from DEG analysis were used to determine the significance. NS, not significant. ** and **** denote *P* < 0.01 and *P* < 0.0001, respectively.

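Pdgfra, on chromosome 5 of mm9 from 75548316 to 75594229 (ENSMUSG00000029231), had between 0 and 10 raw counts per library over the 14 libraries, and after DSS the Smad4 KO mice had 0, 0 and 8 raw counts. It was below the filter on low counts, and no difference between groups was detectable at this depth. Pdgfa, on chromosome 5 of mm9 from 139451968 to 139473324 (ENSMUSG00000025856), had 1901 ± 229 (SD, n = 3) normalized counts in the DSS-treated Smad4 KO epithelium and 890.4 ± 208 (SD, n = 3) in WT, a log2 fold change of 1.09 (standard error 0.38, edgeR adjusted p = 0.81 with all 14 libraries and 0.022 with the 6 DSS libraries). On water, Smad4 KO replicates 2 to 4 had 2775 ± 1195 (SD, n = 3) and WT had 1098 ± 293 (SD, n = 4) (log2 fold change 1.34, edgeR adjusted p = 0.014). Over all 4, with 877 in the library labelled Smad4 KO replicate 1, the group had 2300.5 ± 1361 (SD, n = 4) (log2 fold change 1.07, edgeR adjusted p = 0.054). In edgeR on the water groups alone, 0 genes higher in Smad4 KO were called with or without that library, so that Pdgfa did not pass there.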

### The epithelial transcriptome in the 3-d DSS-treated Smad4^IEC−KO^ colon supports the wound-healing response

To investigate the early epithelial-specific transcriptional response to DSS, we performed mRNA sequencing on the colon epithelia from the WT and the Smad4^IEC−KO^ mice. We used the 3-d post-DSS time point as the molecular changes, without affecting the gross epithelial morphology, are evident within 3 d of DSS (18, 39). 

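Between the DSS-treated Smad4 KO and WT epithelium, edgeR with all 14 libraries in 1 model called 2 of 15127 genes at an adjusted p below 0.05, with 670 genes at an unadjusted p below 0.05. Smoc2 was higher (log2 fold change 1.53, standard error 0.20, edgeR adjusted p = 0.011) and Mal was lower (log2 fold change -3.74, standard error 0.48, edgeR adjusted p = 0.011). With only the 6 DSS libraries, edgeR called 114 genes, 51 higher and 63 lower, and DESeq2 called 496, 192 higher and 304 lower. With only the 5 libraries that share a name prefix, edgeR called 45. With the prefix as a block in the model of all libraries, Smoc2 was still called and Mal was not. Leaving out WT replicate 1 or any Smad4 KO replicate of the DSS groups gave 0 genes, with at least 394 at an unadjusted p below 0.05. Gene Ontology annotation was not used here, and Reactome sets were tested in its place against a background of the tested genes that have a Reactome set. Neither Smoc2 nor Mal belongs to a tested set. Among the genes higher in the edgeR model of the 6 libraries, 7 of 22 with a Reactome set belonged to ECM proteoglycans, which has 31 genes in the background (hypergeometric adjusted p = 4.2e-08), and 8 belonged to extracellular matrix organization, which has 129 (adjusted p = 2.1e-05). With DESeq2 on the same libraries, 15 of 81 higher genes belonged to extracellular matrix organization (hypergeometric adjusted p = 2.0e-06).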

ECM organization, collagen components, and wound healing were among the top-enriched GO (Gene Ontology) terms in the 3-d post–DSS-treated Smad4 KO colon epithelium compared with its WT counterpart (Fig 4A). Notably, the “ECM constituent” gene signature was significantly enriched in the Smad4 KO colon epithelium, when compared to its WT counterpart within 3 d of DSS (Fig 4B). 

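The core genes in the heatmap of Fig 4B, which the study chose on these libraries, included 25 genes with enough counts to test. All 25 were higher in the DSS-treated Smad4 KO epithelium than in WT, with a median log2 fold change of 1.96, or 1.49 with the 2 genes at or under 3 counts in every WT library set to their bound (camera adjusted p = 1.6e-27). This call also held under fry (adjusted p = 0.0098) and under camera with the correlation estimated from the data (adjusted p = 0.0057). None of them passed the edgeR threshold over all genes tested, and 10 did when adjusted over the list alone, which is not independent evidence. The Reactome set for extracellular matrix organization, which was not chosen on these libraries, had 72 of 138 genes higher and a median log2 fold change of 0.03 (camera adjusted p = 0.027, not held under fry with an adjusted p of 0.29). For that set, leaving out Smad4 KO replicate 2, WT replicate 1 or WT replicate 2 of the DSS groups gave camera adjusted p-values of 0.12, 0.093 and 0.096, and GSEA on signal to noise gave an adjusted p of 9.9e-04. The smaller Reactome set of ECM proteoglycans had 22 of 33 genes higher (camera adjusted p = 3.6e-07). On water, 19 of 25 genes of the Fig 4B list were higher in the Smad4 KO group, which includes the library labelled replicate 1 (camera adjusted p = 2.7e-04).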

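Dcn (decorin), on chromosome 10 of mm9 from 96942245 to 96980777 (ENSMUSG00000019929), had 90.1 ± 72.3 (SD, n = 3) normalized counts in the DSS-treated Smad4 KO epithelium and 10.8 ± 12.0 (SD, n = 3) in WT. The Smad4 KO replicates had 169, 73.5 and 27.5, and the highest WT replicate had 23.7. Its log2 fold change was 3.02 (standard error 0.93), and the difference did not pass the threshold in edgeR with all libraries (adjusted p = 0.7) or with the 6 DSS libraries alone (edgeR adjusted p = 0.16). Prg4 (proteoglycan 4), on chromosome 1 of mm9 from 152296542 to 152313295 (ENSMUSG00000006014), had 16.7 ± 2.20 (SD, n = 3) normalized counts in the Smad4 KO epithelium and 9.59 ± 7.03 (SD, n = 3) in WT, a log2 fold change of 0.80 (standard error 0.64, edgeR adjusted p = 1.00), and the groups overlapped. Ltbp1, on chromosome 17 of mm9 from 75404908 to 75791852 (ENSMUSG00000001870), had 0 counts in every WT library and at most 2 counts in a Smad4 KO library after DSS. These counts are within the 3 that a count of 0 allows, so that no difference in Ltbp1 was detectable at this depth.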

Several of the genes in the ECM constituent signature, such as *Ltbp1* (40), *Prg4* (41), and *Dcn* (42), have been implicated in wound healing. Interestingly, members of small leucine-rich repeat proteoglycans (SLRPs), which are down-regulated during pathological progression of colitis (SLRPs) (43), were positively enriched in the ECM signature, suggesting protective effects of the Smad4^IEC−KO^ ECM constituents. In addition, the transcript levels of genes encoding the collagens implicated in wound healing (44) such as types I, II, IV, and VI (29) were higher in the Smad4 KO colon epithelium (Fig 4C). 

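Of the 18 genes listed for the small leucine-rich repeat proteoglycan family, 6 had enough counts to test. After DSS, 3 of them were higher in the Smad4 KO epithelium than in WT and the others lower (camera adjusted p = 0.41). None passed the edgeR threshold over all genes tested. Dcn, a member of this family, had the largest log2 fold change (3.02) and was the 1 that passed when adjusted over the list alone. Prelp, with 327 ± 67.0 (SD, n = 3) normalized counts in Smad4 KO and 293 ± 61.9 (SD, n = 3) in WT, and Tsku, with 572 ± 38.3 (SD, n = 3) and 707 ± 178 (SD, n = 3), were the members with the most transcripts and did not differ beyond the spread between mice (edgeR adjusted p = 1.00 and 1.00). Chad had a log2 fold change of 0.08 (standard error 0.28, edgeR adjusted p = 1.00), and its sign was not the same in every fit. The number of libraries limits how far a difference in this small set can be excluded.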

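Collagen transcripts were rare in the isolated epithelium. In WT after DSS, the libraries had between 1 and 8 raw counts for each of Col1a1, Col1a2, Col3a1 and Col6a1. Col1a1, on chromosome 11 of mm9 from 94797538 to 94814356 (ENSMUSG00000001506), had 19.7 ± 5.64 (SD, n = 3) normalized counts in Smad4 KO and 3.16 ± 0.444 (SD, n = 3) in WT after DSS. Col1a2, on chromosome 6 of mm9 from 4454814 to 4491543 (ENSMUSG00000029661), had 23.3 ± 5.49 (SD, n = 3) and 2.52 ± 2.10 (SD, n = 3). Col3a1, on chromosome 1 of mm9 from 45368383 to 45406551 (ENSMUSG00000026043), had 47.1 ± 5.07 (SD, n = 3) and 2.52 ± 2.10 (SD, n = 3). Col6a1, on chromosome 10 of mm9 from 76171537 to 76188913 (ENSMUSG00000001119), had 14.8 ± 5.64 (SD, n = 3) and 3.06 ± 3.03 (SD, n = 3). The WT means of Col1a2, Col3a1 and Col6a1 after DSS rested in part on replicate 3, and each was 1.33 without it. Every Smad4 KO mouse had more counts than every WT mouse for Col1a1, Col1a2, Col3a1 and Col6a1 (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). The log2 fold changes were 2.59, 3.13, 4.14 and 2.21 with standard errors of 1.23, 0.77, 0.96 and 0.93, and no edgeR adjusted p in the model of all libraries was below 0.36. In the edgeR model of the 6 DSS libraries, the adjusted p was 0.04 for Col1a1, 0.04 for Col1a2, 0.0078 for Col3a1 and 0.16 for Col6a1. For type IV, Col4a2 had 50.5 ± 2.04 (SD, n = 3) normalized counts in Smad4 KO and 17.9 ± 3.08 (SD, n = 3) in WT (log2 fold change 1.49, adjusted p = 0.049 in edgeR with the 6 libraries), while Col4a1 (log2 fold change 0.67, edgeR adjusted p = 0.35) did not pass. Col2a1, the type II collagen, was not detectable at this depth, with at most 1 count in a library.
On water, Smad4 KO replicates 2 to 4 had 45.4 ± 46.8 (SD, n = 3) normalized counts of Col1a2, 45.3 ± 49.5 (SD, n = 3) of Col6a1, 53.0 ± 42.8 (SD, n = 3) of Col3a1 and 19.3 ± 22.2 (SD, n = 3) of Col1a1, and all 4 had 44.3 ± 38.3 (SD, n = 4), 45.5 ± 40.4 (SD, n = 4), 54.9 ± 35.1 (SD, n = 4) and 20.6 ± 18.3 (SD, n = 4) in the same order, with 40.9, 46.0, 60.5 and 24.7 in the library labelled replicate 1. In WT on water, the means were 4.12, 2.92, 13.9 and 7.00. Col1a2 and Col6a1 passed the edgeR threshold on water with replicates 2 to 4 (adjusted p = 0.018 and 0.026) and with all 4 (edgeR adjusted p = 0.021 and 0.024), and Col3a1 and Col1a1 did not (edgeR adjusted p = 0.078 and 0.26 with all 4). These values are from models that include the DSS groups. In edgeR on the water groups alone, 0 genes higher in Smad4 KO were called, with all 4 or with replicates 2 to 4. DESeq2 on the water groups alone called 353 and 261 higher genes in the same order. The Col1a1 mean of WT rested on replicate 4, without which its log2 fold change was 3.98. Without WT replicate 4, the WT means were 4.11 for Col1a2, 1.82 for Col6a1, 6.83 for Col3a1 and 1.05 for Col1a1. The Smad4 KO means rested in large part on replicate 4, and over the other 3 libraries they were 25.9 for Col1a2, 26.8 for Col6a1, 39.3 for Col3a1 and 13.0 for Col1a1. Without it, the log2 fold changes of Col1a2 and Col6a1 were 2.65 and 3.25 (edgeR adjusted p = 0.0057 and 0.0098), and neither passed without Smad4 KO replicate 3 or WT replicate 4 (adjusted p of at least 0.067).

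**Figure D2:**
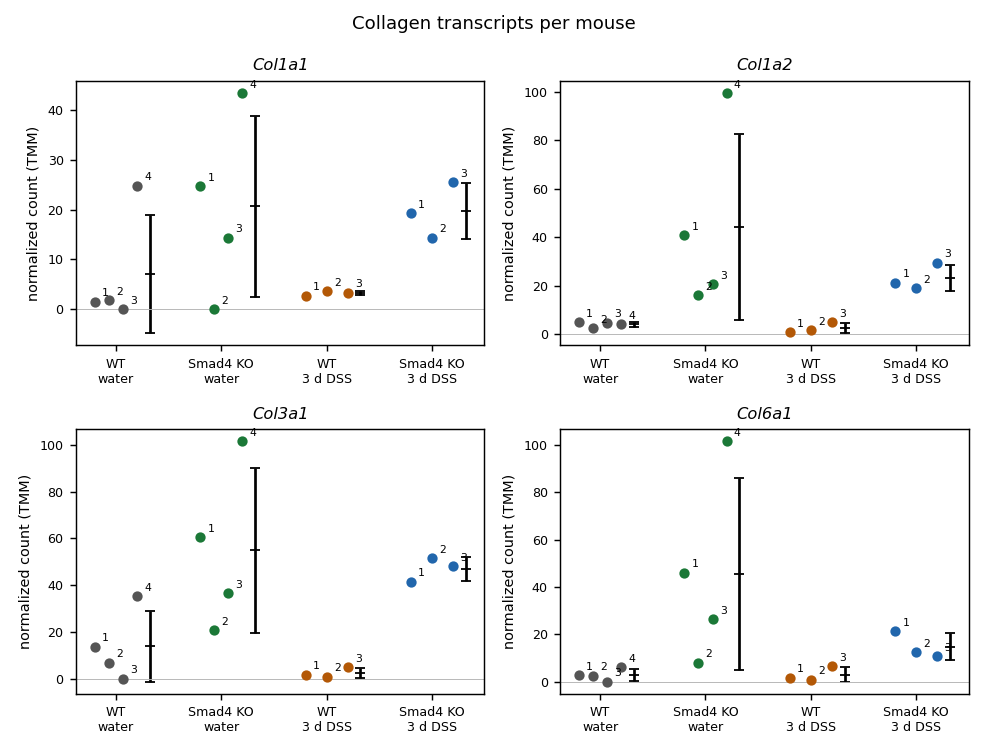
Normalized counts (y axes, TMM) of Col1a1, Col1a2, Col3a1 and Col6a1 for each mouse, numbered by replicate, in the 4 groups (x axes); bars and whiskers are the mean and SD. After DSS, the Smad4 KO mice sit at 41.5, 51.5 and 48.2 for Col3a1 and the WT mice at 1.78, 0.885 and 4.89.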

Because collagen in the ECM is a regulator of the various processes involved in epithelial regeneration and homeostasis (45, 46, 47), we probed for Col1a1, a type I collagen, by immunostaining (Fig 4D). Type I collagen increased significantly in the Smad4^IEC−KO^ pericryptal epithelium after 3 d of DSS (Fig 4E), suggesting increased collagen in the epithelial ECM. To further evaluate the functional implication of the ECM-related gene signatures, specifically in the epithelium, we performed Ingenuity Pathway Analysis (IPA) on the differentially expressed genes (DEGs) in the 3-d post-DSS Smad4^IEC−KO^ colon epithelium versus its WT counterpart. 

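Of the 2 genes called between the DSS-treated Smad4 KO and WT epithelium by edgeR with all 14 libraries in 1 model, 2 had an absolute log2 fold change of at least 0.584, the paper's limit for IPA, so that this model leaves too few genes for a pathway test. In the edgeR model of the 6 DSS libraries, the genes past both limits that have a Reactome set numbered 22 higher and 19 lower, and with DESeq2 on the same libraries 58 higher and 56 lower. Among genes called in the edgeR model of the 6 libraries with a mean of at least 50 counts and no overlap between the groups, Cp (log2 fold change 3.88), S100a8 (3.21) and S100a9 (3.06) rose most in the Smad4 KO epithelium, and Mal (-3.74) and Id3 (-3.73) fell most.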

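The IPA pathway is not used here, and the Reactome sets nearest to it were tested. The GPVI-mediated activation cascade had 14 of 26 tested genes higher in the DSS-treated Smad4 KO epithelium than in WT, with a median log2 fold change of 0.02 (camera adjusted p = 0.71). Platelet adhesion to exposed collagen, a set of 12 tested genes, had 9 higher and a median log2 fold change of 0.22 (camera adjusted p = 0.0063). Gp6 itself had between 0 and 7 raw counts per library, too few to tell the groups apart.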

Collagen-mediated glycoprotein 6 (Gp6) signaling, which through platelet aggregation (48) resolves vascular breaches, was among the most enriched signaling pathways in the DSS-treated Smad4^IEC−KO^ colon (Fig S3A and C). No difference in Gp6 expression was observed, however (Fig S3D). These observations in the Smad4^IEC−KO^ colon implicate the increased epithelial ECM collagen in mucosal healing.

**Figure 4.**
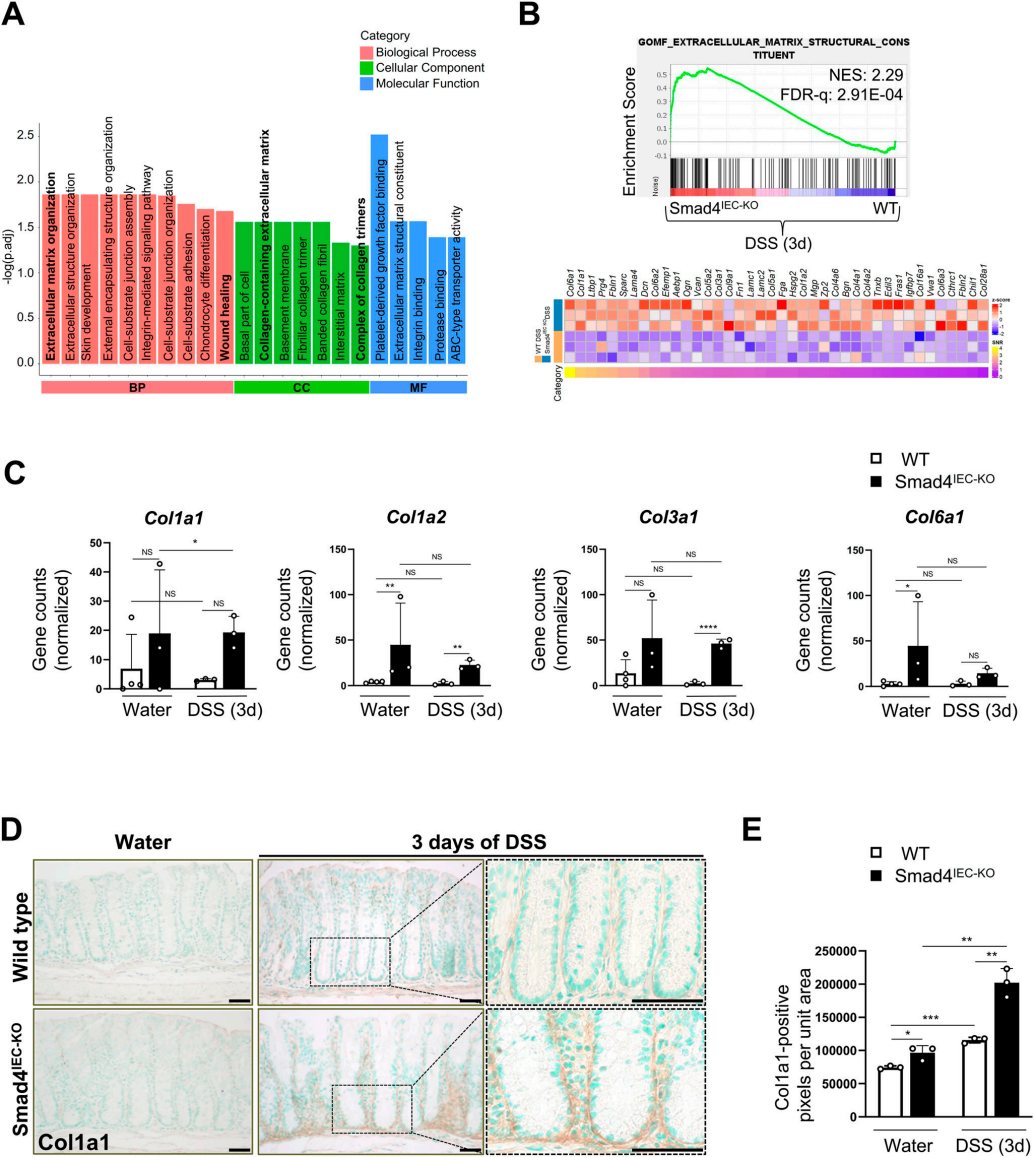
Epithelial-specific ECM alterations reflective of wound-healing responses in the Smad4^IEC-KO^ colon within 3 d of 2.5% DSS. **(A)** ECM-related changes and wound healing among the top GO terms enriched in the 3-d post-DSS Smad4^IEC−KO^ epithelial transcriptome compared with its WT counterpart (n = 3 replicates/group). **(B)** Gene signature enrichment of the ECM component function in the Smad4^IEC−KO^, visualized by the GSEA plot and heatmap of the core-enriched genes (n = 3 replicates/group). **(C)** Transcriptional increase in the genes encoding the collagens, Col1a1, Col1a2, Col3a1, and Col6a1, implicated in the wound-healing response (n = 4 replicates/water-treated WT and 3 replicates/other groups). **(D, E)** Representative images of increased type I collagen in the Smad4^IEC−KO^ epithelial ECM, determined by Col1a1 IHC, and (E) quantification of the Col1a1 immunoreactive pixels in the epithelial ECM (n = 3 replicates/group). Scale bars, 50 μm. All experiments in (D, E) were n = 3 independent experiments. In (C), the statistical significance is based on *P*adj. values from the DEG analysis. In (E), data are presented as the mean ± SEM. Statistical significance was determined using an unpaired two-tailed *t* test. NS, not significant. *, **, ***, and **** denote *P* < 0.05, *P* < 0.01, *P* < 0.001, and *P* < 0.0001, respectively. NES = normalized enrichment score, FDR-q = false discovery rate q-value.

### Epithelial-specific loss of Smad4 attenuates the DSS-induced inflammatory response in the acute DSS mouse model

After DSS-induced damage, the pattern recognition receptors in the epithelium trigger inflammatory signaling (49). Hence, we first determined the transcriptional changes affecting the DSS-induced inflammatory response. The proinflammatory IFN-α and IFN-γ (50, 51) gene signatures were enriched in the WT colon epithelium after 3 d of DSS (Fig 5A) but not in the Smad4 KO epithelium (Fig S1C). 

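The lists of genes in the heatmaps of Fig 5A, which the study chose on these libraries, were tested between WT after DSS and WT on water. For IFN-γ, 36 of 37 tested genes were higher after DSS, with a median log2 fold change of 0.71 (camera adjusted p = 1.5e-21), and for IFN-α 26 of 27, with a median of 0.43 (camera adjusted p = 7.2e-10). Both held under fry (adjusted p = 0.017 and 0.015) but not with an estimated correlation (camera adjusted p = 0.12 and 0.12). No gene of all those tested passed the edgeR threshold between these groups (3174 had an unadjusted p below 0.05), and adjusted over the list alone, 35 IFN-γ and 13 IFN-α genes did. The Reactome set of interferon signaling, not chosen on these libraries, had 63 of 105 genes higher (camera adjusted p = 0.13). The Reactome set of interferon α/β signaling had 8 of 12 (median 0.16, camera adjusted p = 0.038) and that of interferon γ signaling 45 of 76 (camera adjusted p = 0.14). In GSEA on signal to noise, the interferon, α/β and γ sets each passed (adjusted p = 0.02), while interferon signaling did not under fry (adjusted p = 0.29). In the Smad4 KO epithelium, where the water group includes the library labelled Smad4 KO water replicate 1, the set of interferon signaling had 49 of 105 genes higher after DSS than on water (camera adjusted p = 0.96), and the α/β and γ sets had adjusted p-values of 0.14 and 0.56 (camera). The Fig 5A lists rose there too, with 33 of 37 IFN-γ genes (median log2 fold change 0.22, camera adjusted p = 4.8e-10) and 21 of 27 IFN-α genes (median 0.22, camera adjusted p = 8.4e-04). In GSEA with all libraries, the adjusted p was 9.9e-04 for IFN-γ and 0.0082 for IFN-α. Without the library labelled Smad4 KO water replicate 1, it was 0.003 for IFN-γ and 0.27 for IFN-α in GSEA, and 3.5e-06 and 0.04 in camera. No Smad4 KO water library has the name prefix of the Smad4 KO DSS libraries, so that a block of prefix rests on WT libraries here. With this block, camera gave adjusted p-values of 6.2e-04 for IFN-γ and 0.28 for IFN-α. Under fry with all libraries they were 0.13 and 0.15. The rise of these lists was smaller than in WT by a test of the difference itself (camera adjusted p = 1.8e-05 for IFN-γ and 0.0014 for IFN-α), but genes chosen as rising in these WT libraries tend to rise less in other libraries, and the Reactome sets of interferon, α/β and γ signaling showed no such difference (camera adjusted p = 0.13, 0.44 and 0.39).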

Consistent with this, the IFN-α and IFN-γ gene signatures were negatively enriched in the 3-d post-DSS Smad4 KO epithelium compared with its DSS-treated WT counterpart (Fig 5B), indicating the attenuated DSS-induced inflammatory response in the epithelium.

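Between the DSS-treated Smad4 KO and WT epithelium, the 37 tested genes of the IFN-α heatmap of Fig 5B were all lower in the Smad4 KO, with a median log2 fold change of -0.43 (camera adjusted p = 4.2e-18), and 38 of 39 genes of the IFN-γ heatmap were lower, with a median of -0.58 (camera adjusted p = 7.5e-27). The study chose both lists on these libraries. Neither held under fry (adjusted p = 0.065 and 0.055), and no gene of either passed the edgeR threshold over all genes tested, against 0 and 6 genes adjusted over the list alone. The Reactome set of interferon signaling had 67 of 105 genes lower and a median log2 fold change of -0.20 (camera adjusted p = 4.4e-05, 0.15 under fry and 0.001 in GSEA on signal to noise). Among the genes called lower with DESeq2 on the 6 DSS libraries, 11 of 112 with a Reactome set belonged to it (hypergeometric adjusted p = 0.025), and in edgeR on the same libraries 1 of 24. With the limit of 0.584 on the absolute log2 fold change, 6 of 56 did with DESeq2, which did not pass (hypergeometric adjusted p = 0.5). The IFN-γ part of interferon signaling was lower (median log2 fold change -0.25, camera adjusted p = 6.5e-06). Its IFN-α and IFN-β part, with only 12 tested genes, showed no difference (median 0.01, camera adjusted p = 0.62). The IFN-α list of Fig S1C, chosen on the water libraries, had 6 of 34 genes higher after DSS and the others lower. Its median was -0.27, with an adjusted p of 6.5e-06 in camera and 9.9e-04 in GSEA. It may share genes with the Fig 5B lists. The paper reads the negative enrichment of its IFN-α and IFN-γ signatures after DSS as a sign of an attenuated inflammatory response in the epithelium.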

**Figure 5.**
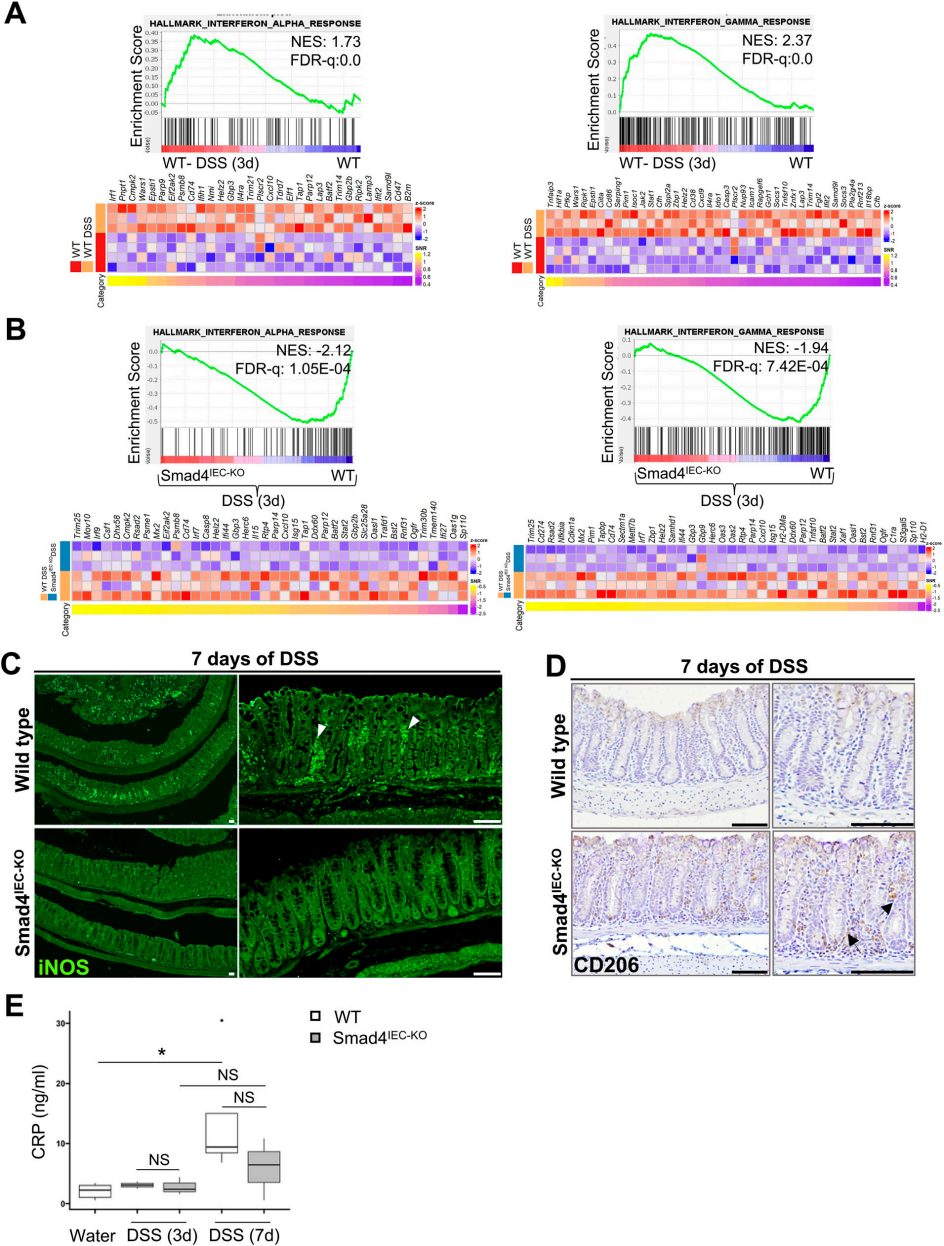
Attenuated inflammatory response to DSS in the Smad4^IEC-KO^ colon. **(A)** Positive enrichment of the proinflammatory IFN-α and IFN-γ gene signatures after 3 d of 2.5% DSS in the WT colon epithelium, visualized by the GSEA plot and the corresponding heatmap (n = 4 replicates/water-treated WT and 3 replicates/3-d post-DSS WT). **(B)** Negative enrichment of the proinflammatory IFN-α and IFN-γ gene signatures in the 3-d post-DSS Smad4^IEC−KO^ epithelium compared with its WT counterpart, visualized by the GSEA plot; the corresponding heatmap shows the relative levels of the core-enriched genes (n = 3 replicates/group). **(C, D)** Representative images of the decreased proinflammatory response after 7 d of 2.5% DSS in the Smad4 IEC-KO colon, determined by immunostaining for (C) the proinflammatory marker, iNOS (white arrowheads), and (D) the anti-inflammatory M2 macrophage marker, CD206 (black arrowheads) (n = 3 replicates/group). **(E)** Increased inflammation in the WT but not the Smad4^IEC−KO^ colon, determined by CRP levels in colonic tissues after 7 d of 2.5% DSS (n = 3 replicates/group, except n = 5 for the water-treated WT and n = 4 for the 7-d post-DSS WT). Scale bars, 50 μm. All experiments in (C, D, E) were n = 3 independent experiments. In (E), data are shown as box-and-whisker plots. The boxes represent the interquartile range, the whiskers represent 1.5 * interquartile range, and the individual point represents an outlier. NS, not significant. * denotes *P* < 0.05. NES = normalized enrichment score, FDR-q = false discovery rate q-value.

To investigate DSS-induced immune cell infiltration because of Smad4 loss in the epithelium, we probed for iNOS (inducible nitric oxide synthase) and CD206, the pro- and anti-inflammatory markers of the innate immune response (52, 53). Decreased iNOS immunoreactivity was detected in the Smad4^IEC−KO^ colon 7 d post-DSS compared with its WT counterpart, indicating a subdued proinflammatory response to DSS in the Smad4^IEC−KO^ colon (Fig 5C). Conversely, immunoreactivity for the anti-inflammatory M2 macrophage CD206 was higher in the 7-d post-DSS Smad4^IEC−KO^ colon compared with that in the WT colon (Fig 5D), suggesting suppression of proinflammatory responses in the Smad4^IEC−KO^ colon after DSS treatment. To determine whether the pro- and anti-inflammatory changes correlated with the level of inflammation, we next assayed the C-reactive protein (CRP), an indicator of inflammation (54). A significant increase in the CRP level was evident in the WT colonic tissue after 7 d of DSS but not in the Smad4^IEC−KO^ (Fig 5E), indicating a dampened inflammatory response in the Smad4^IEC−KO^ colon. These data collectively suggest that epithelial-specific loss of Smad4 attenuates the inflammatory response in the acute DSS mouse model.

## Discussion

Here, we show that epithelial-specific loss of Smad4 enhances epithelial regeneration, effectively alleviating the fibrotic response in the acute DSS mouse model. The regenerative response, which includes DSS-induced expansion of the proliferative zone, paralleled epithelial retention and reduced accumulation of the mesenchymal tissue in the Smad4^IEC−KO^ acute DSS model. The transcriptional profile of the Smad4 KO epithelium also suggested epithelial-specific ECM alterations that support wound healing in the acute DSS mouse model.

Our studies are distinct from the previously reported tumorigenic effect of Smad4 loss in mouse models of chronic inflammation (55, 56, 57). Previous studies used haploinsufficiency (58) or partial deletion (55) of Smad4 in the epithelium and showed that Smad4 loss promotes colitis and colitis-associated cancer (55, 57). However, given the role of Smad4 in genomic stability (59, 60, 61) and tumor suppression (62, 63), tumorigenesis in the Smad4 KO chronic DSS mouse model is not surprising, especially in the presence of a DNA-damaging agent such as AOM (azoxymethane) (55, 56, 57). Therefore, we expect tumorigenesis in the DSS-treated Smad4^IEC−KO^ colon, especially considering the immunosuppressive milieu (Fig 5C and D) if a long-term DSS regimen for chronic colitis was adopted. A striking observation in the Smad4^IEC−KO^ colon was the DSS-induced wound-healing response. A key factor ascribed to DSS-induced colitis is the cell cycle arrest (22). Consistent with this, the WT of the colon displayed a significant decrease in epithelial proliferation within 7 d of DSS in Fig 2A and B. However, DSS did not decrease epithelial proliferation in the Smad4^IEC−KO^ colon (Fig 2B). Furthermore, the transcriptional profile of the 3-d post-DSS Smad4 KO epithelium showed negative and positive enrichment for the GO-term “Cell Cycle Arrest” (Fig S2A) and the pro-proliferative “Myc target” gene signature (64) (Fig S2C), respectively. 

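All 40 tested Myc target genes of the DSS heatmap of Fig S2C, which the study chose on these libraries, were higher in the DSS-treated Smad4 KO epithelium than in WT, with a median log2 fold change of 0.34 (camera adjusted p = 1.1e-19). The call held under fry (adjusted p = 0.029) and not with an estimated correlation (camera adjusted p = 0.1). 1 gene passed the threshold adjusted over the list alone and none over all genes tested. The water list of Fig S2C, chosen on the water libraries, had 43 of 49 genes higher in Smad4 KO than in WT after DSS. Its median log2 fold change was 0.19, with an adjusted p of 1.5e-08 in camera and 0.0018 in GSEA on signal to noise. The water and DSS lists may share genes, so that this check is not fully separate. The GO term for cell cycle arrest was not used here. Of the Reactome sets, the mitotic cell cycle had 232 of 390 tested genes higher (median log2 fold change 0.06, camera adjusted p = 0.14), and the G1/S transition had 74 of 98 higher (median 0.13, camera adjusted p = 0.0018). In GSEA on signal to noise neither set passed, with adjusted p-values of 0.29 for the mitotic cell cycle and 0.074 for the G1/S transition.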

The decreased *Cdkn1a* transcripts encoding the cell cycle inhibitor p21 (Fig S2B) further indicated the lack of proliferative arrest in the Smad4^IEC−KO^ colon epithelium. 

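Cdkn1a, on chromosome 17 of mm9 from 29227924 to 29237667 (ENSMUSG00000023067), had 1194 ± 104 (SD, n = 3) normalized counts in the DSS-treated Smad4 KO epithelium and 2976 ± 355 (SD, n = 3) in WT, and every Smad4 KO mouse was below every WT mouse. The log2 fold change was -1.32 (standard error 0.29, edgeR adjusted p = 0.25 with all 14 libraries and 0.0023 with the 6 DSS libraries), and leaving out each library in turn gave -1.39 to -1.22. On water, Smad4 KO replicates 2 to 4 had 1550.1 ± 661 (SD, n = 3) and WT had 3215 ± 652 (SD, n = 4), a log2 fold change of -1.05 (standard error 0.23, edgeR adjusted p = 0.022). With the library labelled Smad4 KO replicate 1, which had 2735, the group had 1846 ± 801 (SD, n = 4) and the log2 fold change was -0.80 (edgeR adjusted p = 0.052). In WT, DSS did not change Cdkn1a beyond the spread between mice (log2 fold change -0.11, standard error 0.26, edgeR adjusted p = 0.84).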

The DSS-induced expansion of the proliferative zone in the Smad4 KO epithelium is consistent with the epithelial injury responses that support wound healing (47). In addition, *Lgr5* transcript levels were significantly higher in the DSS-treated Smad4^IEC−KO^ colon epithelium (Fig S2H), consistent with the role of Lgr5+ stem cells in the intestinal epithelial regeneration (65, 66). Thus, the homeostatic responses and the enrichment of the regenerative gene signatures (23) (Fig 2F) in the epithelium suggest that Smad4 loss has a protective effect against the DSS-induced colitis response.

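Lgr5, on chromosome 10 of mm9 from 114887367 to 115024836 (ENSMUSG00000020140), had 239 ± 10.4 (SD, n = 3) normalized counts in the DSS-treated Smad4 KO epithelium and 93.7 ± 38.3 (SD, n = 3) in WT. The log2 fold change was 1.35 (standard error 0.28) and did not pass the edgeR threshold (adjusted p = 0.21 with all 14 libraries and 0.071 with the 6 DSS libraries), although no Smad4 KO mouse overlapped a WT mouse. With DESeq2 on the 6 libraries the adjusted p was 1.2e-04. Before DSS, Smad4 KO replicates 2 to 4 had 407 ± 19.5 (SD, n = 3) against 204 ± 47.1 (SD, n = 4) in WT (log2 fold change 1.01, edgeR adjusted p = 0.035). With the library labelled Smad4 KO replicate 1, which had 314, the group had 384 ± 49.5 (SD, n = 4) (edgeR adjusted p = 0.036). In edgeR on the water groups alone, 0 genes higher in Smad4 KO were called with or without that library, so that Lgr5 did not pass there. Lgr5 fell after DSS in both genotypes, by a log2 fold change of -1.11 in WT (edgeR adjusted p = 0.11) and -0.68 in Smad4 KO (edgeR adjusted p = 0.5), neither past the threshold.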

Given that Smad4 is a transcriptional effector of TGF-β signaling, our finding that Smad4 loss promotes epithelial regeneration is intriguing. TGF-β promotes epithelial regeneration after ionizing radiation (IR) through fetal reprogramming (67) and by suppressing inflammation (68). However, the inflammatory response is minimal after IR compared with DSS. The subdued inflammatory response after IR is attributed to the phagocytic clearance of the apoptotic cells (69, 70). On the contrary, the DSS-induced epithelial breach exposes the luminal contents to the epithelium, thereby engaging damage-associated molecular patterns on the epithelium (71), which might trigger various lytic forms of cell death, which in turn might prolong the inflammatory response.

Although the Smad4^IEC−KO^ colon showed no increase in mesenchymal collagen deposition in the mucosa after DSS (Fig 3A and B), the pericryptal collagen deposition was higher (Fig 4D) in the Smad4^IEC−KO^ colon. This is consistent with the context-dependent functions of collagens. The fibrosis versus the wound-healing attributes of various collagens depend on the source of collagen and the site of its deposition. For example, fibroblast deposition of type I and III collagens in the mesenchyme is attributed to fibrosis (72), whereas type I and III collagens, when present in the epithelial ECM, are associated with wound healing (73). Likewise, although type VI collagen in the epithelial basement membrane is associated with wound-healing processes (44, 74), an increase in type VI collagen has been reported in the strictures of CD, and in collagenous colitis (75). Type I collagen in the epithelial ECM promotes epithelial proliferation (46), migration, and differentiation even when the cell–cell contact is absent (45, 76). Because the denuded epithelium resembles epithelial cells lacking the cell–cell contact, the increased type I collagen in the pericryptal region (Fig 4D and E) might restore faster homeostasis. In addition, the increase in the pericryptal collagen might promote hemostasis by serving as a ligand for the platelet-activating Gp6 signaling (77, 78) (Fig S3B). Although no increase in Gp6 immunoreactivity was detected (Fig S3D), the increased pericryptal collagen in the Smad4^IEC−KO^ colon (Fig 4D and E) might contribute to the wound-healing response (Fig S3F) through Gp6 signaling (Fig S3A and C) by resealing the injured vasculature (79).

Epithelial and the pericryptal fibroblast crosstalk can increase collagen deposition and remodeling of the epithelial ECM (80). Thus, the increased pericryptal collagen in the Smad4^IEC−KO^ colon (Fig 4D and E) could also be ascribed to the pericryptal fibroblast activity (36, 38) (Figs 3C and S3H). This notion is consistent with the higher expression of platelet-derived growth factor alpha (Fig S3E), which encodes the ligand for the fibroblast receptor, platelet-derived growth factor receptor alpha (81, 82). However, additional studies are needed to understand the basis for the differential activation of the pericryptal fibroblasts and their contribution to epithelial homeostasis in the acute DSS model.

Although the alleviated colitis response could be ascribed in part to the epithelial restorative responses after injury, the dampened inflammatory response (Fig 5B, C, and E) and infiltration of the anti-inflammatory M2 macrophages (83) after DSS (Fig 5D) implicate epithelial-specific Smad4 loss in immunomodulation and suppression of the pathological inflammatory response. This observation warrants further investigation, especially because anti-inflammatory immune infiltration negatively regulates fibrosis (84). Our study underscores the importance of epithelial restoration in alleviating the fibrotic response to injury in the acute DSS mouse model. In this regard, the differential role of the pericryptal and the mesenchymal fibroblasts in epithelial restoration versus fibrosis warrants further investigation. In conclusion, our study reveals that the enhanced regenerative response in the Smad4^IEC−KO^ is associated with epithelial–ECM changes and alleviated fibrosis. Hence, exploiting the epithelial–ECM changes that promote epithelial regeneration is a potential strategy against fibrosis in IBDs.

## Materials and Methods

### Materials

Antibodies and reagents are summarized in Tables S1, S2, and S3.

Table S1. Primary antibodies used for immunohistochemistry and immunofluorescence staining.

Table S2. Secondary antibodies used for immunohistochemistry and immunofluorescence staining.

Table S3. Other reagents and materials.

### Animals and experimental protocol for inducing colitis

The animal experiments were conducted according to the protocol approved by the IACUC of Stevens Institute of Technology and Rutgers. All mice were kept under a 12-h light/dark cycle and harvested around midday to prevent diurnal variations. To create the Smad4 KO conditional mutant, the Villin-Cre^ERT2^ transgene (17) was integrated into Smad4^f/f^ (85) mouse conditional mutants and controls. To induce epithelial-specific loss of Smad4, 0.05 g/kg tamoxifen per day was injected intraperitoneally for four consecutive days. 2.5% DSS (40 kD) was administered in drinking water for ad libitum drinking for three or seven consecutive days, depending on the purpose of the experiment. The treatment regimen for Smad4 deletion and DSS treatment is shown (Fig S1A). The animals used were gender- and age-matched across the different treatments. All animals used were between 8 and 14 wk of age.

### Colon epithelial isolation for RNA extraction and sequencing

The freshly harvested colon was flushed with PBS, filleted open, and cut into ∼1-cm pieces, and the epithelia were separated from the underlying mesenchyme using EDTA chelation as follows: the intestinal pieces were incubated with 5 mM/liter EDTA/PBS for 50 min at 4°C and then shaken to separate the epithelium from the underlying mesenchyme. The colonic crypt epithelium was isolated after filtering through a 70-μm filter. The isolated crypts were washed twice with ice-cold PBS by spinning at 200 rcf at 4°C for 2 min. Any remaining PBS was aspirated before solubilizing in TRIzol and RNA extracted as per the manufacturer’s recommendation.

### Protein extraction

The whole colonic tissue from the proximal colon was used for protein extraction. After flushing the colon with cold PBS, the proximal colon was minced into 1-cm pieces and flash-frozen in liquid nitrogen and macerated using a pestle and mortar. The macerated tissue was lysed in RIPA buffer (20 mM/liter Hepes, 150 mM/liter NaCl, 1 mM/liter EGTA (ethylene glycol-bis[β-aminoethyl ether]-N, N,N′,N′-tetraacetic acid), 1% Triton X-100, and 1 mM/liter EDTA) containing freshly added protease inhibitors (1x PI, 20 mM/liter NaF, 1 mM/liter Na3VO3, and 1 mM/liter PMSF), rocked at 4°C for 30′, and spun at 4°C to extract the solubilized protein. The protein concentration was determined using Bicinchoninic Acid Protein Assay Kit.

### ELISA for CRP

Six micrograms of the protein extract was used for the CRP assay using a CRP assay kit. The flash-frozen protein extracts, after normalizing the concentration, were used for the CRP assay. Standards were prepared freshly, and the CRP assay was carried out as per the manufacturer’s recommendation.

### Histology, immunostaining, and image acquisition

The freshly isolated colon was flushed with PBS, opened longitudinally, made into Swiss rolls, and fixed overnight at 4°C with 4% PFA in PBS. The fixed tissues were dehydrated in alcohol series and processed in xylene and paraffin before embedding them in paraffin. 5-μm sections of the paraffin-embedded tissue were used for histological evaluation and immunostaining as previously described (86). A summary of the antibodies and dilution used is summarized in Tables S1, S2, and S3. Hematoxylin or methyl green was used as a nuclear counterstain. Brightfield images were obtained using a Nikon microscope (Model Eclipse Ci-L; cat. No. M568E) and a Nikon camera (DS-Fi3; cat. No. 117837). Fluorescent images were obtained using a Zeiss confocal microscope (LSM 880; Carl Zeiss Microscopy GmbH). The same laser power and gain were maintained when obtaining fluorescent images. Low-magnification (4X) fluorescent images were obtained using a BioTek Lionheart FX microscope and camera. Contrast and brightness, when adjusted for brightfield images, were uniformly applied across the treatments being compared.

### BrdU-EdU pulse-chase and fluorescent detection

Mice were injected with 1 mg of EdU and 1 mg of BrdU at one and 6 h, respectively, before euthanizing the mice. Fluorescent immunohistochemistry was used to detect the BrdU-incorporated cells; the EdU-incorporated cells within the same tissue were codetected with a red fluorescent marker as per the manufacturer’s recommendation. The distance of migration was calculated by measuring the distance between the top BrdU-positive and the EdU-positive cell relative to the height of the crypt being accounted. The quantification was performed on the images captured from the distal colon. At least 30 open crypts were accounted for each sample.

### Picrosirius red staining and assessment of collagen proportionate area

Five-micron sections of paraffin-embedded colons were hydrated and stained for collagen using a Sirius Red/Fast Green kit as per the manufacturer’s recommendation. Collagen deposition was assessed only in the mucosae; that is, collagen in the submucosa, mucosa, muscularis, and serosa were not accounted. Collagen-positive pixels were quantified as described earlier (34). Briefly, five 10x images from the distal colon were randomly selected for the assessment. The images were then deconvoluted to visualize only the collagen-positive pixels and quantified to obtain collagen-positive pixels per unit area of the mucosa.

### Quantification of intact crypts and crypt-less mucosal regions

Ten randomly selected 20x images of α-SMA immunostaining in the distal colon were used. The number of intact crypts per unit area only in the mucosa was counted manually. The same images were used to quantify the crypt-less regions per unit area of the mucosa, containing α-SMA–positive and α-SMA–negative cells.

### Quantification of Col1a1 (type I collagen) in the pericryptal epithelium

Ten 20x images of the distal colon immunostained for Col1a1 for each replicate were used. Col1a1 immunoreactivity in the pericryptal epithelium of at least 50 open crypts for each replicate was quantified as follows (Fig S2G): a rectangle was drawn around the pericryptal epithelium to assign the total area accounted for each crypt. Using ImageJ 1.53t and Zen 3.1 software, the Col1a1 immunoreactive region in the pericryptal epithelium was outlined. The outlined Col1a1-positive area per unit area of the rectangle was quantified.

### Quantification of p-H3 (Ser10)–labeled cells to assess proliferation

The p-H3 (Ser10) (histone H3 [p Ser10])–positive cells were detected by p-H3 (Ser10) immunohistochemistry. p-H3 (Ser10)–positive cells in at least 40 open and intact crypts per replicate of the distal colon were enumerated.

### Statistical analysis

Data visualization was performed in GraphPad Prism 8.0.2 for bar graphs or in R (v 4.3.1) packages, ggplot2 (v 3.5.1) and ggprism (v 1.0.4), for a box-and-whisker plot. In all bar graphs, data are means ± SEM from three independent experiments. Unpaired *t* tests were used to compare the means of data between two groups. Statistical significance was set at *P* ≤ 0.05. For the gene count data, *P*adj. values obtained from DEG analysis were used to determine the statistical significance. The statistical details for each graph, including the number of independent experiments and statistical significance, are indicated in the figure and/or figure legends.

### RNA-seq library preparation and sequencing

Quality control, library preparation, and sequencing for the study were conducted by Novogene Corporation Inc. RNA integrity was initially assessed using RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies), and only RNA samples with an RIN value above 4 were selected for further processing. This process involved the purification of mRNA and subsequent cDNA synthesis. After adapter ligation, the cDNA underwent another purification step. The prepared library’s quality was then evaluated using the Agilent Bioanalyzer 2100 system. Finally, sequencing was performed on an Illumina NovaSeq platform, generating 150-bp paired-end reads. The raw sequencing reads, provided in a FASTQ format, were processed by Novogene using their in-house Perl scripts to obtain clean reads. These clean reads were then aligned to the mm9 mouse reference genome using Hisat2 (v2.0.5) (87). Subsequently, the aligned reads were quantified for gene expression levels using featureCounts (v1.5.0-p3) (88).

### Bioinformatics

Differential expression analysis for pairwise comparisons was performed using the DESeq2 (v1.40.2) package (89) in R (v4.3.1) (90). *P*-values were adjusted using the Benjamini–Hochberg method to control the false discovery rate (91). Genes with an adjusted *P*-value (*P*adj.) less than 0.05 were considered significantly differentially expressed.

Gene Ontology (GO) (92) enrichment analysis was performed on the significantly DEGs using the clusterProfiler (v4.9.4) R package (93). *P*-values obtained from the hypergeometric test were adjusted using the Benjamini–Hochberg method for multiple hypothesis testing. GO terms with an adjusted *P*-value (*P*adj) less than 0.05 were deemed significantly enriched.

Normalized counts for GSEA were obtained using the counts (dds, normalized = TRUE) function from DESeq2, and GSEA (v4.3.2) was conducted using the Broad Desktop Application (94, 95). Mouse Ensembl IDs were mapped to human gene symbols, and genes were ranked using the Signal2Noise metric. The analysis used the weighted enrichment statistic and 10,000 gene set permutations, with gene sets filtered by size (minimum 15, maximum 500). Gene sets with a false discovery rate q-value below 0.05 were identified as significantly enriched.

Gene sets were sourced from the Molecular Signatures Database (MSigDB) (96). Heatmaps of core-enriched genes and UpSet plots were generated using the ComplexHeatmap package in R (97). UpSet plots were used to determine the uniquely enriched gene sets across each pairwise comparison that was performed.

Ingenuity Pathway Analysis (IPA) (98) was performed with the DEGs identified in our study. DEGs with |Log_2_FoldChange| ≥ 0.584 were uploaded to IPA for functional annotation and regulatory network analysis.

## Supplementary Material

Reviewer comments

## Data Availability

Normalized transcript count data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus, GSE252864, and raw sequences to the Sequence Read Archive. The code is archived on Zenodo: https://zenodo.org/doi/10.5281/zenodo.13772322.

# Supplementary material for: Epithelial-specific loss of Smad4 alleviates the fibrotic response in an acute colitis mouse model
**Source:** Life Sci Alliance. 2024 Oct 4;7(12):e202402935. doi: 10.26508/lsa.202402935
**Supplement:** Supplementary file 1

Table S1. Primary Antibodies used for immunohistochemistry and immunofluorescence staining.

| <!--Col Count:4-->Antibody | Dilution | Catalog# | Company |
| --- | --- | --- | --- |
| α-Smooth Muscle Actin (D4K9N) XP® Rabbit mAb | 1:500 | 19245 | Cell Signaling Technology |
| BrdU | 1:100,1:1000 | M0744 | Dako |
| COL1A1 (E8F4L) XP® Rabbit mAb | 1:200 | 72026S | Cell Signaling Technology |
| Histone H3 [p Ser10] | 1:1000 | NB21-1091SS | Novus Biologicals |
| E-Cadherin | 1:100 | sc-59778 | Santa Cruz Biotechnology |
| Ki67 | 1:500 | ab16667 | abcam |
| Mouse GPVI Antibody | 1:50 | MAB6758-SP | R&D systems |
| Purified anti-NOS2 | 1:100 | 690902 | Biolegend |

# Supplementary material for: Epithelial-specific loss of Smad4 alleviates the fibrotic response in an acute colitis mouse model
**Source:** Life Sci Alliance. 2024 Oct 4;7(12):e202402935. doi: 10.26508/lsa.202402935
**Supplement:** Supplementary file 2

Table S2. Secondary antibodies used for immunohistochemistry and immunofluorescence staining.

| <!--Col Count:4-->Antibody | Dilution | Catalog# | Company |
| --- | --- | --- | --- |
| Goat anti- mouse IgG (H+L), Biotinylated | 1:300 | BA-9200 | Vector Laboratories |
| Goat anti- rabbit IgG (H+L), Biotinylated | 1:700 | BA-1000 | Vector Laboratories |
| Alexa Flour 488 goat anti-rat IgG (H+L) | 1:250 | A11006 | Invitrogen |
| Goat anti-mouse IgG Alexa Flour 488 | 1:250 | A28175 | Invitrogen |

# Supplementary material for: Epithelial-specific loss of Smad4 alleviates the fibrotic response in an acute colitis mouse model
**Source:** Life Sci Alliance. 2024 Oct 4;7(12):e202402935. doi: 10.26508/lsa.202402935
**Supplement:** Supplementary file 3

Table S3. Other reagents and Materials.

| <!--Col Count:3-->Name | Catalog # | Company |
| --- | --- | --- |
| BrdU (5-Bromo-2'-deoxyuridine) | 19-160 | EMD Millipore |
| DAPI | 5087410001 | Sigma-Aldrich |
| DSS 40 kDa | J63606 | Thermofisher Scientific |
| EDTA | 324504-500ML | EMD Millipore |
| EGTA | 0732-10G | VWR |
| Eosin | 95057-848 | VWR |
| Hematoxylin | 26030-20 | Electron Microscopy Sciences |
| HEPES | J848 | VWR |
| Methyl green | ZH0804 | Vector Laboratories |
| NaCl | S271-1 | Fisher Scientific |
| NaF | A13019-30 | Alfa Aesar |
| Sodium Vanadate | 72060 | Sigma-Aldrich |
| Paraformaldehyde | 15714-S | Fisher Scientific |
| PBS | BP399-4 | Fisher Scientific |
| PMSF | P7626 | Sigma-Aldrich |
| Proteases inhibitor | P8340-5ML | Sigma-Aldrich |
| Tamoxifen | T5648-1G | Sigma-Aldrich |
| Triton x-100 | 0694 | VWR |
| TRIzol | 15-596-018) | Thermo Fisher Scientific |
| 70-micron filter | 431751 | Corning |
| ABC-HRP Vectastain kit | PK-4000 | Vector Laboratories |
| BCA Protein Assay Kit | 0023224 | Fisher Scientific |
| CRP assay kit | ab222511 | abcam |
| Click-iTTM Plus Edu Alexa FlourTM 594 Imaging Kit | 2559157 | Thermo Fisher Scientific |
| ImmPACT (TM) DAB HRP Substrate, | SK-4105 | Vector,Laboratories |
| Sirius red/Fast green kit | 9046 | Chondrex |

How the deposited data were processed for this re-analysis (not part of the article)

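Gene-level RNA-seq counts were taken from 14 libraries of isolated mouse colon epithelium, from WT mice and mice labelled as Smad4 IEC-KO, on water (4 and 4 libraries) and after 3 d of 2.5% DSS (3 and 3). The authors aligned the reads to mm9 with Hisat2, counted them on genes with featureCounts and deposited whole-number counts without normalization, for 37680 genes, of which 14001 had no count in any library. The count table was checked for this and for the labels of its columns. Positions come from GENCODE mouse release M1, which lists 37310 of the genes.

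Libraries were grouped by their deposited labels. The library labelled Smad4 IEC-KO water replicate 1 has Smad4 at the level of WT and is kept under its label, and values without it are given too, since the paper's plots match the other 3. Total counts ran from 12882827 to 26087231. Genes with at least 10 counts in at least 3 libraries (15127) were tested in edgeR 4.0.16 with TMM normalization and the quasi-likelihood test, all libraries in 1 model, and Benjamini-Hochberg adjustment with a threshold of 0.05, for Smad4 IEC-KO against WT after DSS and on water, DSS against water in each genotype, and the difference of these responses. This model, the comparisons and the alternatives named as such were set before the data were examined. The standard errors given with edgeR are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. They restate the test and are not a separate measure of precision. Alternatives were DESeq2 1.42.0, models of only the 2 groups compared, other normalizations and filters, blocks of replicate number and name prefix, and each library left out. The mitochondrial share as a covariate, the removal of trends with GC content and length, and models without Smad4 IEC-KO water replicate 1 in combination with another choice were added later.

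Gene sets were tested two-sided with camera of limma 3.58.1, with a preset correlation of 0.01, and with fry and an estimated correlation as alternatives, and with fgsea 1.28.0 on a signal to noise ranking with 10000 gene permutations. They were the genes read from the heatmaps of Fig 2F, 4B, 5A, 5B, S1C and S2C, a list of small leucine-rich repeat proteoglycans, and Reactome sets, 96.3% of whose members were matched. MSigDB, Gene Ontology and the IPA sets were not used here. Over-representation was tested with the hypergeometric test over Reactome sets of 10 to 500 tested genes. Scores of cell type markers (fibroblast, smooth muscle, endothelial, adipocyte, glia, myeloid, lymphoid, squamous, goblet, colonocyte, enteroendocrine, stem, proliferation, distal Hox and TGF-β target lists) were compared with exact permutation tests.

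The genes named are those the paper names or plots, Smad4, and for each comparison up to 5 genes in each direction with the largest log2 fold change among those called with a mean of at least 50 counts and no overlap between the groups. Rpl34-ps1 was named after its values were seen. Simulated data with 200 changed genes were tested, with a spread that followed expression level only and was the same in every group. In these, edgeR with all groups in 1 model recovered 165 of them with 8 false calls, and DESeq2 167 with 22. Simulated differences between single libraries were left out. Here edgeR on 2 groups also recovered 165, whereas in the real data after DSS the 2 models called 2 and 114 genes. The share recovered therefore does not carry over to these libraries. Intervals and limits cover counting error only. R 4.3.3 and Python 3.11.15 were used.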

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

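The tests of explanations were chosen after the results were seen, except that for a mixture of Smad4 KO water libraries, which was set before.

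In groups of 4 libraries, 72 sets of values were searched for a library far from the other 3, and 7 were found where chance gives 3.6. They are the total of 15117632 counts in Smad4 KO water replicate 2, and normalized counts of 24.9 for Col1a1 in WT water replicate 4, 79.9 for Col4a1 in WT water replicate 2, 72.6 for Cp in WT water replicate 3, and, in the library labelled Smad4 KO water replicate 1, 1198 for Id3, 827 for Prelp and 3063 for Smad4. Of the 7, 3 fall on that library. For the others, no biological explanation was tested.

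Smad4 had 3063 normalized counts in the library labelled Smad4 KO water replicate 1, which the paper's plots do not show, against 717, 906 and 679 in the other 3. An exchange of labels with a WT water library would put a Smad4 KO level among the WT libraries, and the lowest WT level was 2296. A mixture of a WT and a Smad4 KO water library was argued against too. Its Smad4 level would need at least 99.0% of WT, which would bring a share of Rpl34 in the summed counts of Rpl34 and Rpl34-ps1 of at least 42.1%, and the share was 1.52% (95% Wilson interval 1.30% to 1.79%, counting error only). The closest weighted sum of 1 WT and 1 Smad4 KO water library differed from it by a chi-square per gene of 48.1, where sampling noise gives 1. Another explanation tested was that Smad4 was not deleted in most epithelial cells of this animal. Genes that differ between Smad4 KO and WT after DSS were used as a score of the response to Smad4 loss. For the 51 genes higher in Smad4 KO, this library lay 0.47 above WT on the log2 scale, where WT water libraries lay from -0.08 to 0.11 and Smad4 KO water replicates 2 to 4 from 0.85 to 1.05. For the 62 genes lower in Smad4 KO, it lay 0.35 toward the Smad4 KO level, where the WT water libraries lay from -0.14 to 0.10 and the other Smad4 KO water libraries from 0.53 to 1.00. The library lies between the groups in both, so that incomplete deletion is neither shown nor excluded. A sample from outside this set under a wrong label was not tested. Apart from Smad4, a Smad4 KO water library made of reads of 2 others of its group was argued against. The lowest chi-square per gene of any of the 4 was 63.7, where sampling noise gives 1. For mixed RNA prepared as a library of its own, the noise of preparation is not known, so that this test cannot decide.

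Rpl34 responded differently to DSS in Smad4 KO than in WT, by a log2 difference of 5.25 (edgeR adjusted p = 6.5e-05), and on water it was lower in Smad4 KO by a log2 fold change of -5.63. Lower expression after Smad4 loss was argued against, since Rpl34 held at least 46.2% of the summed counts of Rpl34 and its pseudogene Rpl34-ps1 in every Smad4 KO library after DSS. Its share ran from 0.877% to 1.62% in Smad4 KO and from 42.1% to 47.0% in WT on water. After DSS, the 3 WT libraries had 90.2% (95% Wilson interval 89.5% to 90.8%), 47.3% (46.3% to 48.3%) and 92.5% (91.8% to 93.0%), intervals that cover counting error only. A strain variant that moves reads between the gene and its pseudogene may explain this, as the summed counts of both differed by a log2 ratio of -0.54 between Smad4 KO and WT on water (exact permutation test, two-sided p = 0.23), far less than Rpl34 alone. Among 50 drawn splits of the libraries, 4 gave as many genes with a different response as the real groups.

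Of the tested sets, 7 responded to DSS differently in the 2 genotypes by the test of the difference (camera adjusted p). The response was higher in Smad4 KO for the DSS list of Fig 2F (0.0090), the Fig 4B list (0.0063) and the IFN-α list of Fig S1C (0.0018), and lower for the IFN-α (0.0014) and IFN-γ (1.8e-05) lists of Fig 5A, the IFN-γ list of Fig 5B (0.0047) and the water Myc list of Fig S2C (1.2e-05). Each includes the library labelled Smad4 KO water replicate 1. The study chose these lists on these libraries, the Fig 5A lists as rising in WT after DSS, and genes picked in this way tend to rise less in other libraries. The other lists were chosen as differing between Smad4 KO and WT, after DSS (DSS list of Fig 2F, Fig 4B, Fig 5B) or on water (Fig S1C, water Myc list). For each of the 7, the choice favored the direction seen, so that this test cannot tell a different response from the choice. The Reactome sets of interferon, α/β and γ signaling showed no such difference (camera adjusted p = 0.13, 0.44 and 0.39). No technical explanation was tested for these differences as such. The Smad4 KO libraries on water and after DSS share no name prefix, so that a difference between sets of libraries could contribute.

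Smoc2 and Mal, which the paper does not discuss, differed between Smad4 KO and WT after DSS, by log2 fold changes of 1.53 and -3.74 (both with an edgeR adjusted p of 0.011). Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one, and 10 splits cannot give a share below 0.1. The same count of 1 was found for the edgeR model of the 6 libraries alone, where the largest other split gave 12 genes. With the name prefix as a block in the model of all libraries, Smoc2 was still called and Mal was not. No technical explanation specific to Smoc2 or Mal was tested.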

How the results depend on the processing

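Results were recomputed under the alternatives, and those chosen after seeing the data are named as such. Among log2 fold changes of named genes, 512 values kept their direction and side of the threshold, 57 newly passed it and 43 no longer did, and with 1 library left out 295 kept both, 6 newly passed and 38 no longer did. Of the cell type scores, 61 stayed and 11 moved by more than their spread, and the 156 with 1 library left out stayed. The cause was not tested for any change given here.

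The number of genes called varied widely. For Smad4 KO against WT after DSS, Smad4 KO against WT on water, DSS against water in WT, and DSS against water in Smad4 KO, in this order, the counts were 2, 1276, 0, 10 in the edgeR model of all libraries, 50, 2643, 815, 70 with DESeq2 on all libraries, 114, 1, 0, 1 with edgeR on the groups compared and 496, 697, 1703, 71 with DESeq2 on these. At an unadjusted p below 0.05, 3174 genes differed between DSS and water in WT with all libraries and 3612 in the edgeR model of the groups compared. For the difference of the DSS responses, DESeq2 called 4 genes and edgeR 1. With the prefix of the library names as a block, the 4 counts were 1, 2018, 2, 1, and with only the libraries named with the D prefix they were 45 for Smad4 KO against WT after DSS and 3 for DSS against water in WT. With the replicate number as a block, 2977 genes were called on water and 6 between DSS and water in Smad4 KO. The replicate numbers do not pair the mice, since the correlations between same-numbered libraries ran from -0.11 to 0.08, except 0.42 for replicate 4 of Smad4 KO and WT on water, whose names share a prefix. A filter of at least 10 counts in every library gave 6 between DSS and water in Smad4 KO.

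Of the alternatives chosen after seeing the data, the share of mitochondrial counts as a covariate gave 4 genes after DSS and 92 on water. Removing the trend with GC content and length gave 50 on water and 5 between DSS and water in Smad4 KO. Leaving out the library labelled Smad4 KO water replicate 1, edgeR on the groups compared gave 13 on water and 1 between DSS and water in Smad4 KO, and DESeq2 gave 590 and 67.

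With each library of the groups compared left out in turn, the counts ran from 0 to 4 for Smad4 KO against WT after DSS, from 4 to 4104 on water, from 0 to 1 for DSS against water in WT, from 3 to 9 for DSS against water in Smad4 KO and from 1 to 6 for the difference of the responses. The lowest on water came without WT replicate 4 and the highest without Smad4 KO replicate 4. After DSS, 0 genes were called without WT DSS replicate 1 or any Smad4 KO DSS replicate, with at least 394 at an unadjusted p below 0.05. Without the library labelled Smad4 KO water replicate 1, which is in neither group and was left out here in a choice made after seeing the data, the count after DSS was 8. Where 0 genes were called between DSS and water in WT, at least 1928 had such a p.

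Among the set tests, those of the Fig 4B list held throughout, with camera adjusted p-values from 1.5e-29 to 1.1e-20 with 1 library left out. With the correlation estimated from the data, the adjusted p was 0.174 for the DSS list of Fig 2F, while its water list had 0.354, and it was 0.123 and 0.103 for the IFN-α and IFN-γ lists of Fig 5B, 0.123 and 0.123 for those of Fig 5A, 0.103 for the Myc list, 0.385 for extracellular matrix organization and 0.278 for interferon signaling in Smad4 KO against WT after DSS. Under fry it was 0.0944, 0.0553, 0.0649, 0.0553, 0.293 and 0.15 for the Fig 2F lists, the Fig 5B lists and these Reactome sets, in the same order. With the prefix block, camera gave 0.0544 for the water list and 0.0316 for the mitotic cell cycle, which passed only there and in 2 of the models that left out 1 library. For the IFN-α list of Fig 5A between DSS and water in Smad4 KO, camera with the prefix block gave 0.277, so that it no longer passed. Interferon signaling between DSS and water in WT passed with the replicate block (0.0376) and in GSEA on signal to noise (0.0201).

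With 1 library left out, the camera adjusted p ran from 5.4e-06 to 9.2e-04 for the DSS list of Fig 2F and from 0.0027 to 0.234 for its water list. It ran from 2.6e-24 to 3.1e-13 and 3.8e-37 to 1.4e-18 for the Fig 5B lists of IFN-α and IFN-γ, 7.0e-11 to 2.5e-08 and 1.5e-23 to 2.3e-18 for the Fig 5A lists, 3.3e-26 to 1.4e-11 for the Myc list, 0.00331 to 0.116 for extracellular matrix organization, 0.375 to 0.995 for the GPVI cascade, 0.00995 to 0.831 for the mitotic cell cycle, and 8.0e-08 to 0.00541, 0.0316 to 0.449 and 0.469 to 0.948 for interferon signaling in Smad4 KO against WT after DSS, in WT and in Smad4 KO. The sign of the GPVI cascade reversed without Smad4 KO DSS replicate 2 (0.981). Interferon signaling between DSS and water in Smad4 KO reversed under fry (0.937), the replicate block (0.722), the prefix block (0.808), with the GC and length trend removed (0.936, chosen after seeing the data), and without Smad4 KO water replicate 3 (0.647), water replicate 4 (0.533) or DSS replicate 1 (0.844).

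Some small log2 fold changes reversed, and their range with 1 library left out was -0.0038 to 0.32 for Prelp and -0.07 to 0.26 for Chad after DSS and -0.21 to 0.04 for Cdkn1a between DSS and water in WT. The lowest for Prelp came without Smad4 KO replicate 3. Chad after DSS was -0.031 with the prefix block, -0.026 with the D prefix only, -0.03 without WT replicate 3 and -0.074 without Smad4 KO replicate 2. Cdkn1a between DSS and water in WT was 0.042 without WT water replicate 2 and 0.045 with the GC and length trend removed. Reactome sets over-represented among genes higher in Smad4 KO after DSS numbered 0 in the edgeR model of all libraries, which called no such gene with a set, 2 with DESeq2 on all libraries, 15 with DESeq2 on the 6 libraries and, chosen after seeing the data, 17 with edgeR on these. Among lower genes DESeq2 on the 6 libraries gave 1, interferon signaling. With the limit of 0.584 on the absolute log2 fold change it also gave 1, but this was signaling by BMP (hypergeometric adjusted p = 0.027). Interferon signaling did not pass there (hypergeometric adjusted p = 0.5). Depth limits Col1a1, Col1a2, Col3a1, Col6a1, Dcn, Prg4, Ltbp1 and Pdgfra, whose counts were low.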

Differences from the paper's values

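Of 32 group means of normalized counts read by eye from Fig 4C, Fig S2B, Fig S2H and Fig S3E, none differed from the mean computed here with all libraries by both more than the SD of the replicates and more than 1.5 times.

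The paper gives Lgr5 as significantly higher in the DSS-treated Smad4 KO epithelium. Here the edgeR adjusted p was 0.21, and with DESeq2 on the 6 DSS libraries, set before the data were examined, it was 1.2e-04. Fig 4C marks Col1a2 and Col3a1 as significant after DSS, where edgeR gave adjusted p-values of 0.41 and 0.36 with all libraries. Both passed with the 6 DSS libraries, in edgeR (0.04 for Col1a2 and 0.0078 for Col3a1) and in DESeq2 (0.0025 and 4.4e-08). Fig S3E marks Pdgfa as significant after DSS, where edgeR gave 0.81 with all libraries, 0.022 with the 6 and DESeq2 gave 1.8e-08 with these. Pdgfa is also marked on water, where edgeR gave 0.054 with all libraries and 0.014 without the library labelled Smad4 KO water replicate 1. With or without that library, Pdgfa did not pass in edgeR on the water groups alone. Fig S2B gives lower Cdkn1a in Smad4 KO, where edgeR gave 0.25 after DSS with all libraries, 0.0023 with the 6 and DESeq2 gave 5.7e-21.

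The paper names type II collagen among those with higher transcript levels, and Col2a1 had at most 1 count in a library. It names Ltbp1, which had at most 2 counts in a library after DSS. It gives no enrichment of the IFN signatures after DSS in Smad4 KO. The whole signatures were not tested here, so that this statement is not tested as such. The Fig 5A lists hold only the genes shown for the rise in WT. In Smad4 KO they rose with camera adjusted p-values of 8.4e-04 for IFN-α and 4.8e-10 for IFN-γ with all libraries. In GSEA with all libraries, both lists passed (adjusted p = 0.0082 for IFN-α and 9.9e-04 for IFN-γ). Without the library labelled Smad4 KO water replicate 1, the IFN-α list did not pass in GSEA (adjusted p = 0.27) and did in camera (0.04). The IFN-γ list passed in both (0.003 in GSEA and 3.5e-06 in camera). With the name prefix as a block, camera gave 0.28 for IFN-α and 6.2e-04 for IFN-γ. With all libraries neither list passed under fry (0.15 and 0.13) or with an estimated correlation (0.38 and 0.35). The Reactome sets of interferon, α/β and γ signaling did not pass in Smad4 KO (camera adjusted p = 0.96, 0.14 and 0.56). The panel the paper cites compares Smad4 KO with WT on water. It gives Gp6 signaling as enriched, and the Reactome GPVI set, which is not the paper's set, had a camera adjusted p of 0.71, while the Reactome set of platelet adhesion to exposed collagen passed (0.0063, and 0.012 in GSEA).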

Other observations

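The tests of explanations were chosen after the results were seen, except those for RNA from fibroblasts and for squamous epithelium, which were set before.

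Collagen and other matrix genes were higher in Smad4 KO than in WT after DSS. If RNA from fibroblasts in the isolated epithelium were the cause, a list of 15 fibroblast markers would be higher as well. It differed by 0.019 on the log2 scale (exact permutation test, two-sided p = 0.7, the smallest possible being 0.1), but only 3 of its genes had enough counts, so that fibroblast RNA and expression in the epithelium cannot be told apart for these genes. Krt14 and Dsg3 of the Fig 2F lists are squamous genes, and a list of 14 squamous markers was 0.165 higher in Smad4 KO after DSS (exact permutation p = 0.1, adjusted by Benjamini-Hochberg over 60 comparisons 0.38), too little and in too few mice to tell squamous epithelium from a change in the colon epithelium.

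The other lists of cell type markers differed between Smad4 KO and WT after DSS by the following log2 values. With 3 mice against 3 the smallest possible p is 0.1 (exact permutation tests, two-sided), so that no list could pass after adjustment over 60 comparisons. Smooth muscle was -0.09, endothelium -0.12, adipocytes -0.04, glia -0.12, myeloid cells 0.54, lymphoid cells 0.26, goblet cells -0.36, colonocytes -0.59, enteroendocrine cells -0.13, stem cells 0.36, proliferation 0.06, distal Hox genes -0.09 and TGF-β targets -0.91. The p was 0.1, with no overlap between the groups, for TGF-β targets (mean log2 4.26, SD 0.15, in WT and 3.35, SD 0.18, in Smad4 KO) and for the colonocyte, goblet, stem, myeloid and endothelial lists. No technical explanation was tested for these.

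On water, edgeR with all libraries called 1276 genes between Smad4 KO and WT, and 2 after DSS. This order is not stable, since edgeR on the groups compared called 1 on water and 114 after DSS, and leaving out WT water replicate 4, Smad4 KO water replicate 3 or Smad4 KO water replicate 2 gave 4, 5 and 16 on water. Technical differences between single libraries may contribute, since 50 genes were called with the trend with GC content and length removed and 92 with the mitochondrial share as a covariate. Of the 35 splits of the 8 water libraries, 2 gave as many genes. The other one, with 2629 genes, put the 3 water libraries with the highest mitochondrial shares (30.6% in WT replicate 3, 32.8% in WT replicate 4 and 21.4% in Smad4 KO replicate 4) in 1 group. Among the genes called on water with a mean of at least 50 counts and no overlap between the groups, in a comparison that includes the library labelled Smad4 KO water replicate 1, Dcn rose most (log2 fold change 3.29) and Rpl34 (-5.63) and Gm10154 (-3.05) fell most. Between DSS and water in WT, 0 genes were called (3174 at an unadjusted p below 0.05). Any of the 35 splits gives at least 0, so that the splits cannot decide anything for this comparison. Between DSS and water in Smad4 KO, 1 of 35 splits, the real one, gave as many as 10.

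For Smad4 KO against WT after DSS, 1 of the 10 splits gave a camera p as small as the real one for the DSS list of Fig 2F, the Fig 4B list and the IFN-α and IFN-γ lists of Fig 5B, 2 for the Myc list, 3 for extracellular matrix organization and for interferon signaling, and 6 for the GPVI cascade and for the mitotic cell cycle. Between DSS and water in WT, it was 1 of 35 for the IFN-α and IFN-γ lists of Fig 5A and 11 of 35 for interferon signaling, and in Smad4 KO 34 of 35 for interferon signaling. For the water list of Fig 2F it was 9 of 35. The lists were chosen on the real groups, which favors these.

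Clock genes differed between Smad4 KO on DSS and on water by 2.92 on a log2 score (exact permutation test, two-sided p = 0.057), and by 0.41 in WT (p = 0.69, exact permutation). Per1 rose (log2 fold change 1.35) and Npas2 fell (-1.81). The paper gives midday for the collection of all mice, without an hour for each library. A difference in 1 genotype only is not what a different hour for both DSS groups would give. However, the Smad4 KO libraries on water and after DSS share no name prefix, while the WT libraries do in part. A different hour between sets of libraries could therefore show in Smad4 KO alone. With this spread in WT and no hour for each library, an hour of collection cannot be told apart from an effect of DSS. This comparison includes the library labelled Smad4 KO water replicate 1.

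Krt20 and Cdh1, whose proteins the paper stained, had log2 fold changes of -0.85 (edgeR adjusted p = 0.032 with the 6 DSS libraries) and -0.34 in Smad4 KO against WT after DSS, and Mki67 had -0.42. On water, the 34 tested genes of the IFN-α list of Fig S1C were all lower in Smad4 KO (median log2 fold change -0.46, camera adjusted p = 3.6e-09), and the 49 of the water Myc list of Fig S2C were all higher (median 0.40, camera adjusted p = 2.4e-15), with the library labelled Smad4 KO water replicate 1 included. The study chose both lists on these libraries.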
